# Slow integrin-dependent migration organizes networks of tissue-resident mast cells

**DOI:** 10.1038/s41590-023-01493-2

**Published:** 2023-04-20

**Authors:** Lukas Kaltenbach, Paloma Martzloff, Sarah K. Bambach, Nadim Aizarani, Michael Mihlan, Alina Gavrilov, Katharina M. Glaser, Manuel Stecher, Roland Thünauer, Aude Thiriot, Klaus Heger, Katrin Kierdorf, Stephan Wienert, Ulrich H. von Andrian, Marc Schmidt-Supprian, Claus Nerlov, Frederick Klauschen, Axel Roers, Marc Bajénoff, Dominic Grün, Tim Lämmermann

**Keywords:** Imaging the immune system, Innate immune cells, Cell migration

## Abstract

Immune cell locomotion is associated with amoeboid migration, a flexible mode of movement, which depends on rapid cycles of actin polymerization and actomyosin contraction^1^. Many immune cells do not necessarily require integrins, the major family of adhesion receptors in mammals, to move productively through three-dimensional tissue spaces^2,3^. Instead, they can use alternative strategies to transmit their actin-driven forces to the substrate, explaining their migratory adaptation to changing external environments^4–6^. However, whether these generalized concepts apply to all immune cells is unclear. Here, we show that the movement of mast cells (immune cells with important roles during allergy and anaphylaxis) differs fundamentally from the widely applied paradigm of interstitial immune cell migration. We identify a crucial role for integrin-dependent adhesion in controlling mast cell movement and localization to anatomical niches rich in KIT ligand, the major mast cell growth and survival factor. Our findings show that substrate-dependent haptokinesis is an important mechanism for the tissue organization of resident immune cells.

## Abstract (web summary)

Immune cells are generally considered to be able to move through tissues using nonadhesive amoeboid migration mechanics. Here, the authors show that, unlike other immune cells, mast cells do not use this method and instead are completely reliant on integrin–ECM interactions.

## Main

Mast cells (MCs) are best known in the context of allergy and anaphylaxis but are also critically involved in the degradation of toxins and immunity against various types of pathogens^7,8^. MCs are long-lived immune cells that distribute as resident cellular networks throughout tissues that interact with the external environment. MCs in the skin connective tissue of adult mice originate from definitive hematopoiesis and maintain themselves independently from the bone marrow^9^. Their differentiation and survival critically depend on KIT ligand (KITLG; also known as stem cell factor (SCF)), which signals through the receptor tyrosine kinase KIT^10^. However, it remains unknown how MCs move and strategically position to maintain their survival and cellular network distribution in physiological tissues. Although mouse and human MCs are known to express integrin receptor classes that could interact with other cells or extracellular matrix (ECM)^11^, it has remained unanswered whether and how these adhesion receptors control MC migration, positioning and organization in the native tissue environment. Previous work found MCs in the fibrillar interstitial space and closely aligned to blood vessels and nerves^12^. Visual examination of endogenous MCs in the ear dermis of *Mcpt5-cre*^+/–^ *Rosa26*^LSL:Tom^ mice confirmed these findings. Moreover, the close proximity of MCs to vascular basement membranes and to fibrillar fibronectin (FN) in the interstitial space suggests functional contact between MCs and the ECM (Fig. 1a,b). To investigate the nature of MC–ECM interactions, we used bone marrow-derived MCs (BMMCs) that were differentiated toward a connective tissue-type MC (CTMC) phenotype. These primary MCs highly express ECM-binding integrin heterodimers of the β_1_ and α_v_ family (Extended Data Fig. 1a). When placed on fibroblast-derived FN matrices, BMMCs formed integrin α_5_β_1_-containing adhesion structures reminiscent of fibrillar adhesions in fibroblasts (Fig. 1c,d)^13^. BMMCs also spread on FN-coated two-dimensional (2D) surfaces in the presence of KITLG (Fig. 1e) or after FcεR1 engagement (Extended Data Fig. 1b)^14,15^. Under both conditions, BMMCs formed focal adhesion structures, which were detected based on the presence of integrin α_5_β_1_, paxillin, talin (TLN), vinculin and activated β_1_ integrin (9EG7) predominantly at the cell periphery (Fig. 1e and Extended Data Fig. 1b). Thus, MCs form prominent integrin-dependent adhesion structures when interacting with several forms of ECM.

**Fig. 1:**
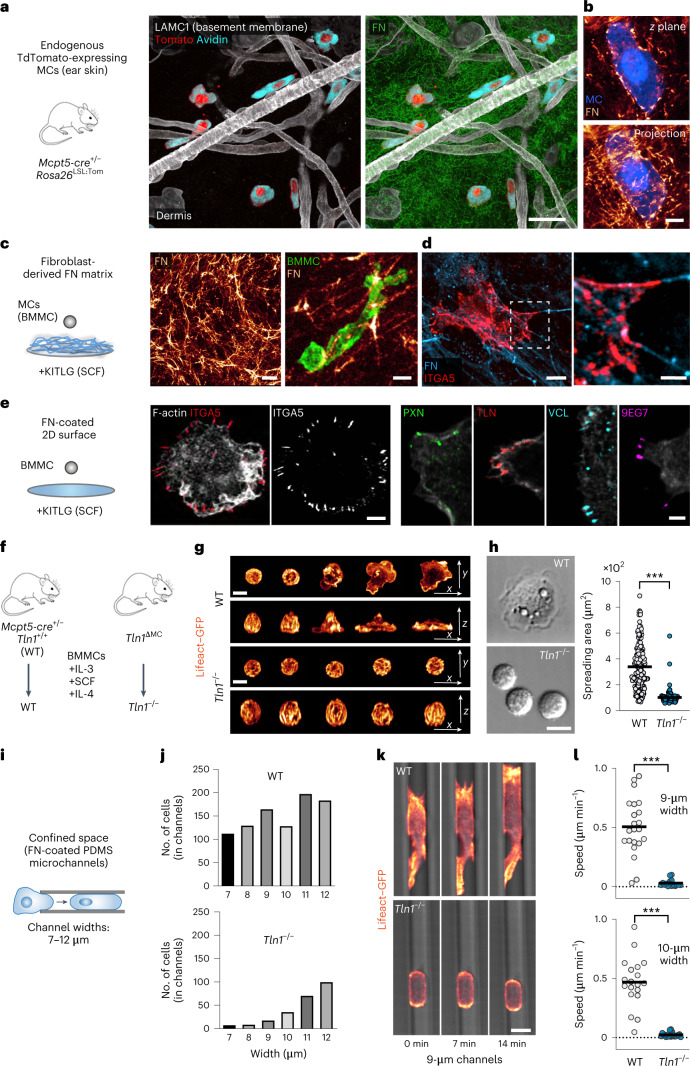
MCs use integrin-dependent force coupling for adhesion to ECM and migration in microchannels. **a**,**b**, Immunofluorescence staining of ear skin whole-mount tissue from an adult *Mcpt5-cre*^+/–^ *Rosa26*^LSL:Tom^ mouse. **a**, Tomato-expressing (red) and avidin^+^ (cyan) MCs in relation to LAMC1^+^ basement membrane components (white) and FN in the dermis. **b**, A Tomato-expressing (blue) interstitial MC enwrapped by dermal FN fibers (glow). A 3-µm projection is shown. **c**, Interactions between living Lifeact–GFP-expressing BMMCs (green) and a fibroblast-derived FN network in vitro. **d**, Fixed BMMCs immunostained for integrin α_5_ (red) display adhesion structures along FN fibers. **e**, Interactions between BMMCs and FN-coated glass slides in the presence of KITLG. Fixed BMMCs were stained for the focal adhesion components integrin α_5_, paxillin, pan-TLN, vinculin and active integrin β_1_ (9EG7). **f**, Scheme illustrating the generation of WT and *Tln1*^−/−^ BMMCs. **g**,**h**, MC spreading on FN-coated 2D surfaces in response to IgE/DNP–HSA. **g**, Lifeact–GFP-expressing WT and *Tln1*^−/−^ BMMCs. A time sequence over 20 min after DNP–HSA stimulation was acquired using live-cell microscopy. Merged projections of confocal *z* stacks are shown. **h**, Differential interference contrast images of WT and *Tln1*^−/−^ BMMCs at 30 min. Analysis of the spreading area was performed after 1 h. Dots represent values of individual cells (*n* = 189 (WT) and 92 (*Tln1*^−/−^) BMMCs) from one of four independent experiments for each genotype. Bars display the mean; ***P < 0.0001. Data were analyzed by two-sided *U*-test. **i**, BMMC migration in the confined space of PDMS microchannels. **j**, WT and *Tln1*^−/−^ BMMC invasion into channels of varying widths was quantified. Data from one multichannel experiment per genotype are displayed. **k**, Lifeact–GFP-expressing (glow) WT and *Tln1*^−/−^ BMMCs migrating in 9-µm-wide channels. A time sequence over 14 min was acquired using live-cell imaging. **l**, Average cell speeds of individual cells in channels 9 µm (*n* = 22 (WT) and 16 (*Tln1*^−/−^) BMMCs) and 10 µm (*n* = 19 (WT) and 20 (*Tln1*^−/−^) BMMCs) wide from one multichannel experiment per genotype are shown. Bars display the mean; ***P < 0.0001. Data were analyzed by two-sided *U*-test. Images were acquired using confocal fluorescence microscopy (**a**, **b**, **d** and **e**) or spinning-disk confocal microscopy (**c**, **g** and **k**); scale bars, 30 µm (**a** and **c**, left), 5 µm (**b** and **c**, right; **d**, left; **e**, left), 2 µm (**e**, right), 2.5 µm (**d**, right) and 10 µm (**g**, **h** and **k**). Source data

To interfere with integrin-based adhesion, we generated TLN-1-deficient BMMCs from *Mcpt5-cre*^+/−^ *Tln1*^fl/fl^ (*Tln1*^ΔMC^) mice (Fig. 1f and Extended Data Fig. 2a). TLN-1 interacts with integrin cytoplasmic domains and is crucial for integrin activation, ligand binding and coupling of F-actin to adhesion sites^16^. As hematopoietic cells express only low levels of the TLN-2 isoform, our experimental strategy efficiently reduced pan-TLN protein levels in MCs (Extended Data Fig. 2b,c) without altering MC maturation (Extended Data Fig. 2d) and integrin cell surface expression (Extended Data Fig. 2e,f). As expected, *Tln1*^−/−^ BMMCs did not bind to ECM substrates, which wild-type (WT) BMMCs adhered to under several experimental conditions (Extended Data Fig. 3a,b). Live-cell imaging (Fig. 1g and Supplementary Video 1) and 2D spreading analysis (Fig. 1h and Extended Data Fig. 3c) corroborated this adhesion deficit. Adhesion responses of *Tln1*^−/−^ dermal MCs and peritoneal MCs were also impaired (Extended Data Fig. 3d). Consequently, *Tln1*^−/−^ BMMCs could not invade fibroblast-derived FN matrices (Extended Data Fig. 3e and Supplementary Video 2). Next, we tested the migration potential of *Tln1*^−/−^ BMMCs in confined spaces, which allow specific immune and non-immune cell types to switch from adhesion-dependent to adhesion-free migration modes^17,18^. In the under-agarose assay (Extended Data Fig. 3f), live imaging over 14 h revealed that WT BMMCs perform lamellipodia-based migration, which depended on F-actin dynamics (Extended Data Fig. 3g) and actomyosin contraction (Extended Data Fig. 3h). By contrast, *Tln1*^−/−^ BMMCs formed only rudimentary cell protrusions and remained largely immotile due to insufficient coupling of actin flow to the substrate (Extended Data Fig. 3i–k and Supplementary Video 3 and 4). When studying MC migration in microchannels of varying widths (Fig. 1i), we observed that TLN-1 deficiency impairs MC invasion into the channels (Fig. 1j). In addition, *Tln1*^−/−^ cells that had managed to enter the confined space showed stalled movement (Fig. 1k,l and Supplementary Video 5). Thus, MCs use integrin-dependent force coupling to ECM for adhesion and movement on 2D surfaces and cell-derived matrices and in confined environments.

To understand the role of integrins in MC movement in real tissues, we investigated the homeostatic ear skin of adult mice, where the residing MCs organize as networks of individual cells that distribute widely throughout the dermal connective tissue. We used *Tln1*^ΔMC^ mice with specific deletion of *Tln1* in endogenous CTMCs. Comparison of dermal MC distribution between *Tln1*^ΔMC^ and control animals revealed two striking phenotypes. First, TLN-1-deficient MCs lost their normal tissue distribution and instead formed cellular clusters in the dermis (Fig. 2a,b). This was not observed in *Rag2*^−/−^ mice, ruling out a role of IgE-stimulated MC adhesion in this process (Extended Data Fig. 4a)^15^. Dermal MC numbers were comparable between *Tln1*^ΔMC^ and control mice (Extended Data Fig. 4b). Second, TLN-1-deficient MCs lost their localization along dermal arterioles (Fig. 2b). Perivascular alignment in *Tln1*^ΔMC^ mice was only affected at arterioles but not at postcapillary venules or capillaries (Fig. 2b,c and Extended Data Fig. 4c,d). Consequently, MC coverage of the outer arteriolar walls was diminished in knockout animals (Fig. 2d). Cell shape analysis of yellow fluorescent protein (YFP)-expressing CTMCs revealed obvious differences. WT MCs displayed elongated, mesenchymal morphologies with lamellopodial-like leading edges, whereas TLN-1-deficient MCs showed round, amoeboid-like shapes (Fig. 2e,f). MC-specific depletion of β_1_ integrins in *Mcpt5-cre*^+/−^ *Itgb1*^fl/fl^ mice also displayed a mesenchymal-to-amoeboid shape switch and similar decreases in the percentage of periarteriolar MC and arteriolar MC coverage as *Tln1*^ΔMC^ mice (Extended Data Fig. 5a–e). These phenotypes were not observed in *Itgb2*^−/−^ and *Vav-iCre Itgb3*^fl/fl^ mice (Extended Data Fig. 5f,g). Thus, ECM-binding β_1_ integrins have crucial roles for maintaining MC shape, positioning and organization in living connective tissue.

**Fig. 2:**
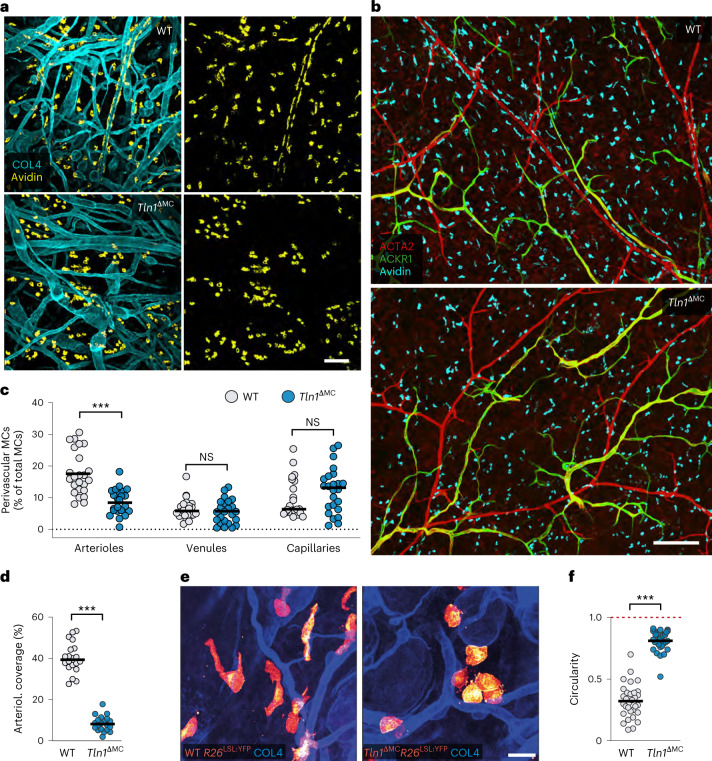
Integrins control MC network formation and periarteriolar alignment in vivo. **a**,**b**, Comparative analysis of ear skin whole-mount tissues of adult *Tln1*^ΔMC^ mice and littermate controls. Endogenous dermal MCs were immunostained with avidin in relation to collagen IV (COL4)-expressing basement membrane structures (**a**) or dermal vessel types (**b**). Arterioles (red) and postcapillary venules (green) were classified by differential staining for α-smooth muscle actin (ACTA2) and ACKR1. Representative micrographs of 20 mice per genotype (**a**) and 5 mice per genotype (**b**) are displayed. **c**,**d**, Analysis of perivascular MC positioning. **c**, Quantification of MCs in proximity to arterioles, venules and capillaries, which were identified by differential staining for ACTA2 and endomucin. Dots represent individual imaging fields of view (*n* = 24 (WT) and 24 (*Tln1*^ΔMC^)), which came from six 7-week-old mice (arterioles: ***P < 0.0001, two-sided *t-*test; venules: *P* = 0.47, two-sided *U*-test; capillaries: *P* = 0.15, two-sided *U-*test); NS, not significant. **d**, Quantification of arteriolar coverage by MCs. Dots represent individual imaging fields of view (*n* = 20 (WT) and 20 (*Tln1*^ΔMC^)) pooled from five 7-week-old mice; ***P < 0.0001. Data were analyzed by two-sided *t*-test. **e**,**f**, Analysis of MC morphologies in the dermis of adult *Tln1*^ΔMC^ *Rosa26*^LSL:YFP^ mice and littermate control *Mcpt5-cre*^+/−^ *Tln1*^+/+^ *Rosa26*^LSL:YFP^ mice. **e**, YFP-expressing dermal MCs are displayed in glow heat map (**e**). Quantification of cell roundness (circularity) was performed for *n* = 31 cells per genotype, which came from four WT and three *Tln1*^ΔMC^ mice (**f**). Bars display the mean; ***P < 0.0001. Data were analyzed by two-sided *U-*test; scale bars, 100 µm (**a**), 200 µm (**b**) and 20 µm (**e**). Source data

Dermal MCs are long-lived cells with slow proliferation rates and maintain themselves during homeostasis in adult mice^9^. Intravital imaging studies revealed extremely slow, if any, MC kinetics over several hours^19,20^. We hypothesized that the observed MC clusters in *Tln1*^ΔMC^ mice resulted from an MC migration deficit (Fig. 2a,b). To address this question, we crossed *Tln1*^ΔMC^ mice with transgenic Ubow mice for in situ cell fate tracking^21^. *Mcpt5* promoter activity drives a Cre recombinase-mediated single and definitive recombination event, by which any Ubow MC acquires a specific color (either YFP or cyan fluorescent protein (CFP) at ~2:1 stochastics) that is stable for the life of the cell and inherited by all its progeny (Fig. 3a). Analysis of adult ear dermis of control Ubow mice revealed a heterogeneous mixed distribution of YFP^+^ and CFP^+^ MCs (Fig. 3b). By contrast, *Tln1*^ΔMC^ Ubow mice showed areas of unicolored MC clusters, strongly suggesting that MCs originated from a few parent MCs in these regions but then did not move further into the interstitial dermal space to intermix with other MCs (Fig. 3b and Extended Data Fig. 6a). Detailed quantification showed that WT MCs distributed predominantly as single cells or two-cell pairs, which we did not categorize as cell clusters, whereas TLN-1-deficient MCs were commonly associated with clusters of greater than three cells (Fig. 3c and Extended Data Fig. 6b,c).

**Fig. 3:**
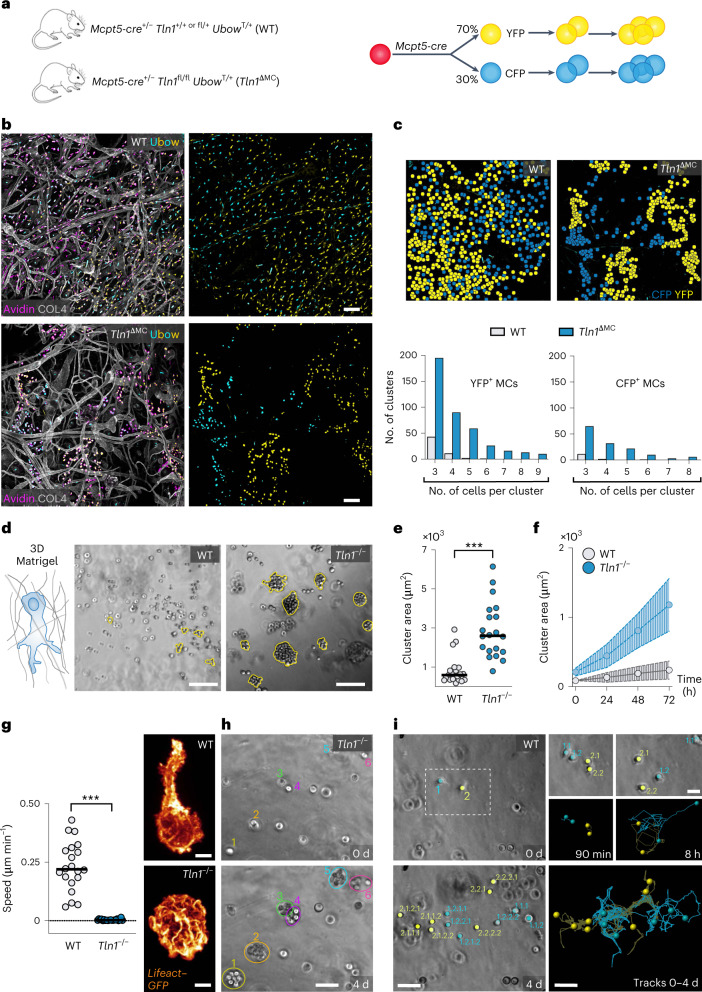
MCs use slow integrin-dependent migration in tissues and 3D matrix. **a**, Tracing slow MC migration in the dermal tissue of 6- to 12-week-old mice. *Tln1*^ΔMC^ and control mice carried the Ubow reporter transgene. **b**, Comparative analysis of ear skin whole-mount tissue of 8-week-old WT Ubow and *Tln1*^ΔMC^ Ubow mice. All YFP^+^ and CFP^+^ cells were positive for the pan-MC marker avidin (purple). Dermal tissue was counterstained with collagen IV (white) to assess basement membranes and overall tissue geometries. **c**, Top, representative images of cell center coordinates after computational rendering using ClusterQuant2D software, which was used to analyze the formation and sizes of unicolored MC clusters. Bottom, quantification of YFP^+^ and CFP^+^ cluster frequencies sorted by cluster size. Two-cell clusters were not included in the analysis. Data are from *n* = 3 (WT) and *n* = 4 (*Tln1*^ΔMC^) mice with two to three imaging fields of view per mouse. **d**–**f**, WT and *Tln1*^−/−^ BMMCs in 3D Matrigel were monitored over 3 d. **d**, Brightfield images at *t* = 72 h. **e**, Quantification of the cell cluster area at *t* = 72 h. Each dot represents the growth area of one MC cluster (*n* = 23 (WT) and 20 (*Tln1*^ΔMC^)) obtained from three independent experiments. Bars display the medians; ***P < 0.0001. Data were analyzed by two-sided *U*-test. **f**, Analysis of MC cluster growth area over time. Dots show individual clusters (mean ± s.d.; *n* = 10 clusters from one experiment). **g**–**i**, BMMC migration in 3D Matrigel was recorded by live-cell microscopy over 4 d. **g**, Quantification of the average cell speed over the first 36 h. Dots are values of individual cells (*n* = 20 randomly chosen cells per genotype). Bars display the means; ***P < 0.0001. Data were analyzed by two-sided *U*-test. Images were acquired by spinning-disk confocal microscopy of Lifeact–GFP-expressing WT and *Tln1*^−/−^ BMMCs migrating in Matrigel. **h**, Proliferation of individual *Tln1*^−/−^ BMMCs (colored numbers) but hardly any movement out of cell clusters. **i**, Tracking analysis revealed intermittent phases of movement and cell division, which distributes WT cells in the gel. Colored numbers indicate parent and descendant cells; scale bars, 100 µm (**b** and **d**), 5 µm (**g**), 50 µm (**h** and **i**) and 20 µm (**i**, inset). Source data

To prove that cluster formation of adhesion-deficient MCs resulted from a migration deficit, we sought to image BMMCs over several days in an in vitro mimic of the dermal interstitial space. Collagen-based three-dimensional (3D) matrices did not support BMMC migration, as mouse BMMCs, similar to human skin MCs^22^, do not adhere to collagen I due to the lack of collagen I-binding integrins (Extended Data Fig. 6d). In 3D Matrigel, BMMCs moved productively, critically depending on F-actin dynamics (Extended Data Fig. 6e), while actomyosin contraction had only a contributing role (Extended Data Fig. 6f). Comparison of WT and *Tln1*^−/−^ BMMC cultures over 4 d matched our in situ observations. WT cells distributed throughout the gel, whereas *Tln1*^−/−^ cells formed MC clusters over time (Fig. 3d–f). Lack of integrin functionality caused *Tln1*^−/−^ BMMCs to adopt round, amoeboid-like shapes, which did not support migration (Fig. 3g). Consequently, proliferating *Tln1*^−/−^ BMMCs underwent cell division but did not move further into the gel, resulting in MC cluster formation (Fig. 3h and Supplementary Video 6). Only in very rare cases did we observe amoeboid-like migrating *Tln1*^−/−^ BMMCs, which, in these few instances, could seed a new MC cluster (Extended Data Fig. 6g and Supplementary Video 7). By contrast, WT BMMCs moved away from each other after division, allowing a few individual parent cells to completely seed the gel matrix over 4 d (Fig. 3i and Supplementary Video 6). Together, we demonstrate that MC migration in physiological 3D environments strictly depends on integrin-mediated force coupling, which is required to organize the resident MC population and distribute individual MCs widely throughout interstitial spaces.

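Ear skin MCs of 3 WT and 3 *Tln1* ∆MC male mice aged 7 weeks were sorted as CD45+Lin-YFP+ cells and sequenced by mCEL-Seq2, in which every well of a plate has its own cell barcode and every captured RNA molecule a UMI of 6 bases. The number after the genotype in the labels was taken as the mouse, which the labels do not say in words. This gave 4 libraries for each mouse and 10 for *Tln1* ∆MC mouse 3. The authors aligned the reads to the mouse ENCODE VM9 gene models, counted UMIs per gene and cell barcode and converted them into transcript counts by binomial statistics. The deposited values are these transcript counts, not scaled for depth, for 2 sets of 96 barcodes per library, of which 1 set was in use. Cells with more than 1000 transcripts and at most 2% of their transcripts from *Kcnq1ot1* were kept, as in the paper, which left 338, 294 and 272 cells of WT mice 1, 2 and 3 and 285, 354 and 934 cells of *Tln1* ∆MC mice 1, 2 and 3. These cells held 1793221, 1814324 and 1665570.1 transcripts in the WT mice (median 1793221) and 1412797, 2714652 and 6104245 in the *Tln1* ∆MC mice (median 2714652). The paper states its depth in reads per cell, whereas all values here rest on transcripts, with a median of 5441 per cell. Because cells of one mouse are not replicates, transcripts were summed over the cells of each mouse, and the 6 sums were compared with limma on log2 transcripts per 1000000 plus 1 after TMM normalization, for the 8974 genes with at least 10 transcripts in at least 3 mice. The predicted gene *Gm10800*, which lies on chromosome 2 of GRCm38 from 98666547 to 98667301, held 27.4% of all MC transcripts, from 7.91% in *Tln1* ∆MC mouse 3 to 47.8% in WT mouse 3. *Tln1*, the targeted gene, lies on chromosome 4 from 43531519 to 43562691. It had 224, 333 and 369 normalized transcripts per 1000000 in WT mice 1, 2 and 3 and 295, 244 and 191.4 in *Tln1* ∆MC mice 1, 2 and 3, a log2 fold change of −0.33 (standard error 0.25, adjusted p = 0.917 from limma with Benjamini-Hochberg adjustment). The ranges of the genotypes overlapped, so the *Tln1* level did not check the labels, from which the genotypes are taken; the counts are per gene and do not show from which exons the reads came.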

Next, we performed single-cell RNA sequencing (scRNA-seq) and analysis of endogenous MCs from WT and knockout mice (Fig. 4a,b). Based on the expression of the MC marker *Cpa3*, almost all sorted cells were identified as MCs (Extended Data Fig. 7a–c). 

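*Cpa3*, which encodes carboxypeptidase A3, lies on chromosome 3 of GRCm38 from 20215620 to 20242181. After each cell was thinned to 1000 UMIs, at least 1 *Cpa3* UMI was found in 2310 of 2475 sorted cells (93.3%, exact 95% binomial interval 92.3% to 94.3%), and 2 shallower cells were left out. The share was 83.4%, 94.5% and 90.8% in WT mice 1, 2 and 3 and 91.9%, 88.98% and 99.4% in *Tln1* ∆MC mice 1, 2 and 3. Before thinning, with a median of 5018 UMIs per cell, 98.6% of 2477 cells had a *Cpa3* UMI. Among the *Myh11-GFP* cells of ear skin from the same study, which should lack *Cpa3*, 0 of 329 thinned cells had one. That allows a share of up to 0.912%. Before thinning, at a median of 4515.5 UMIs, 1 of 330 cells had one. Their libraries held no sorted MCs, so they do not measure *Cpa3* RNA carried between barcodes of an MC library. All 934 cells kept from *Tln1* ∆MC mouse 3 had a *Cpa3* UMI before thinning, and 5 of them lay in the barcode set not in use. The threshold moved the share most: 86.5% of the thinned MCs had at least 2 *Cpa3* UMIs.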

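Rebuilt clusters of the sorted cells were named from marker genes, and 1 of them was macrophage-like, with *H2-Aa*, *H2-Ab1*, *Cd74*, *C1qb* and *Pf4* among its leading genes, beside the keratinocyte genes *Krt5* and *Sfn*. It held 97 of 2477 cells (3.92%, exact 95% binomial interval 3.19% to 4.76%). By mouse, 28.9% of the cells of WT mouse 2 fell into it, 1.47% of WT mouse 3, 0.749% of *Tln1* ∆MC mouse 3, 0.282% of *Tln1* ∆MC mouse 2 and 0 of 338 and 0 of 285 cells of WT mouse 1 and *Tln1* ∆MC mouse 1. A single library of WT mouse 2 gave 73 of the 97 cells, which were 90.1% of that library, and without this library the share was 24 of 2396 cells (1.00%, interval 0.643% to 1.49%). In that library every cell had a transcript of a macrophage marker and every cell one of a keratinocyte marker (*Krt1*, *Krt5*, *Krt10* or *Krt14*), so that the cluster follows the library as well as a cell type. Per 1000000 transcripts outside Gm genes, macrophage markers made up 13750.4 in the cluster and 459 in the remaining cells. In 23 of the 97 cells at least 1% of the transcripts outside Gm genes came from them. The median *Cpa3* level was 87.4 per 10000 transcripts outside Gm genes in the cluster and 108.4 in the remaining cells. The macrophage-like cells were left out of the comparison of the genotypes.

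**Figure D1:**
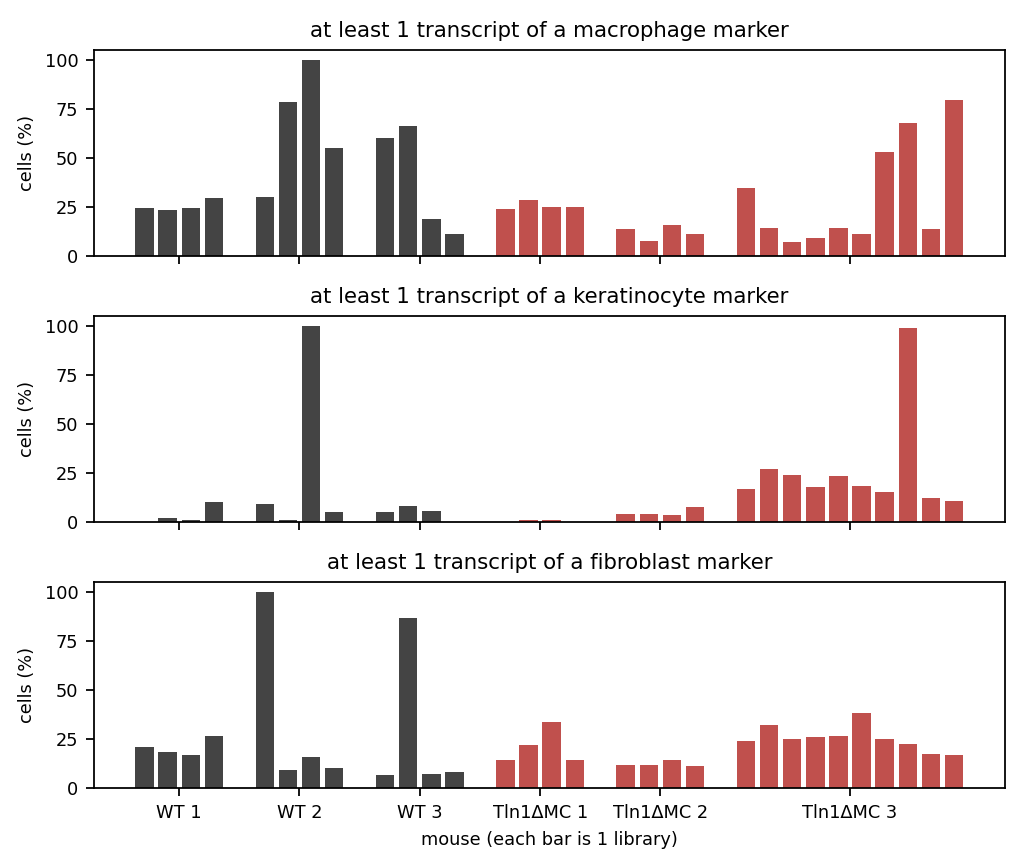
Percentage of cells with at least 1 transcript of a macrophage, keratinocyte or fibroblast marker (y axes, 0 to 100%), with 1 bar per library grouped by mouse, WT mice in dark grey and *Tln1* ∆MC mice in red. All cells of the third library of WT mouse 2 had a macrophage and a keratinocyte marker, and other single libraries stand out for fibroblast or keratinocyte markers.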

Only a very small cell subset showed additional macrophage features (cluster 10; Extended Data Fig. 7c), which we excluded from further analysis. 

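The tables hold no cluster assignments, so the 2477 cells were clustered anew by the Leiden method on the 2000 most variable genes, without mitochondrial, ribosomal and Gm genes and without the 8 genes the paper names for the MC signatures. This gave 11 clusters, of which 8 were MC-like with 74 to 506 cells. Beside the macrophage-like cluster, 54 cells formed a fibroblast-like cluster led by *Col1a1*, *Col1a2*, *Sparc* and *Dcn*, and an unnamed cluster of 23 cells was led by *Krt5*, *Krt14* and *Krt15*. Among the MC-like clusters, clusters 4 and 5 were led by the immediate early genes *Fos*, *Dusp1* and *Junb*, and cluster 9 by *Il13*, *Egr2* and *Il6*. Clusters 3, 6 and 7 had 55.5%, 51.4% and 80.5% of their transcripts on Gm genes, against 9.15% in cluster 1. The number of clusters was 6 at a resolution of 0.5 and 15 at a resolution of 1.5.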

A uniform manifold approximation and projection (UMAP) representation of single-cell transcriptomes of sorted CD45^+^Lin^−^YFP^+^ cells highlighted nine clusters of skin MCs as defined by RaceID3 (ref. ^23^; Fig. 4b). 

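The share of each mouse's cells in the rebuilt MC-like clusters was compared between genotypes, the cells of the macrophage-like cluster left out. Cluster 2, led by *Arl4c*, *Sla* and *Lgals1*, held 18.6%, 46.4% and 36.9% of the cells of WT mice 1, 2 and 3 and 18.2%, 14.2% and 3.67% of *Tln1* ∆MC mice 1, 2 and 3 (exact two-sided permutation p = 0.1, the smallest that 3 mice against 3 allow). It was the only 1 of the 8 MC-like clusters whose shares did not overlap between genotypes, where chance gives 10% of clusters, and WT mouse 1 exceeded *Tln1* ∆MC mouse 1 by less than the spread between mice. In the 7 others the p ranged from 0.4 to 1.0. Cluster 1 held 47.9% of the cells of *Tln1* ∆MC mouse 3 but 4.56% and 4.53% of *Tln1* ∆MC mice 1 and 2, so that a share over all *Tln1* ∆MC cells follows mouse 3, which gave 934 of them. When the cells were thinned to 1000 UMIs before clustering, 2 MC-like clusters had shares without overlap, both lower in all WT mice, and the cluster led by *Arl4c* and *Lgals1* overlapped between genotypes. With k-medoids clustering or with all genes, 0 clusters were without overlap. At resolutions of 0.5 and 1.5, the cluster led by *Arl4c* and *Sla* overlapped between genotypes. A cluster with *Sla* and *Arl4c* among its leading genes was higher in all WT mice in cells with over 2000 transcripts (20.7%, 49.4% and 37.0% against 14.2%, 14.4% and 2.48%) and, in a setting added later, in cells with over 1000 transcripts outside Gm genes (25.3%, 62.9% and 46.1% against 13.3%, 12.7% and 3.05%).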

Direct comparison of MCs isolated from WT or *Tln1*^∆MC^ mice highlighted clusters enriched in WT cells (Fig. 4c,d). Closer examination of differentially expressed genes in clusters 1, 5, 8 and 9 revealed two transcriptomic signatures: (1) an upregulation of several genes encoding MC differentiation and maturation markers, including MCPT5 (CMA1), MCPT6, MCPT4 and CPA3 (Fig. 4e,f and Extended Data Fig. 7d,e), and (2) a cytoskeletal signature based on the upregulation of transcripts encoding the intermediate filaments VIM and LMNA and actin regulators CDC42 and ARPC2 (Extended Data Fig. 7f). Thus, integrin-mediated adhesion supports the establishment of a specific MC phenotype in dermal tissue.

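The comparison of the sums per mouse covered *Cma1* (chromosome 14 of GRCm38, 55941451 to 55944675), *Tpsb2*, the gene of MCPT6 (chromosome 17, 25366305 to 25369098), *Mcpt4* (chromosome 14, 56059629 to 56062313) and *Cpa3*. *Cma1* had 7399.7 ± 58.5 normalized transcripts per 1000000 in WT mice (SD, n = 3) and 6940.2 ± 225 in *Tln1* ∆MC mice (SD, n = 3), and all 3 *Tln1* ∆MC mice lay below all 3 WT mice (exact two-sided permutation p = 0.1, the smallest possible). For *Tpsb2* the means were 4374 ± 473 and 4188 ± 853, for *Mcpt4* 18894 ± 3860 and 15806 ± 3386 and for *Cpa3* 7825 ± 143.03 and 6940.2 ± 1235 (SD, n = 3 mice each), with overlapping ranges. The log2 fold changes of *Tln1* ∆MC over WT were −0.09 for *Cma1*, −0.08 for *Tpsb2*, −0.26 for *Mcpt4* and −0.19 for *Cpa3*. Their standard errors were 0.30 to 0.45, with adjusted p of 0.959 to 0.986 from limma with Benjamini-Hochberg adjustment. These are limma's moderated standard errors, which draw on the spread of other genes as well. For *Cma1* the standard error was 0.32, far above what the SDs of its own mice would give. Adjusted over the list alone, 0 of the 4 passed a threshold of 0.05, with a smallest adjusted p of 0.807. The mean log2 level of the 4 genes differed by −0.15 between genotypes, within the pooled SD of 0.166 between mice (exact two-sided permutation p = 0.3). Of the 4 rebuilt clusters with a higher mean share in WT mice, 2 were MC-like, 1 fibroblast-like and 1 unnamed. In their cells the 4 log2 fold changes were −0.31, −0.27, −0.54 and −0.51. With the MC-like ones alone, a choice made after the values were seen, they were 0.04, 0.09, −0.19 and −0.18. The larger falls thus depend on the fibroblast-like and unnamed clusters. In library 8 of *Tln1* ∆MC mouse 3, 1 barcode held 95.7% of the keratinocyte marker transcripts, and the main sums kept it. Without TMM, which moved the median of all genes by 0.24, *Cma1*, *Tpsb2* and *Cpa3* were at 0.16, 0.17 and 0.06, less than that shift. Unused barcodes place *Tln1* ∆MC mouse 1 with WT mouse 1 and *Tln1* ∆MC mouse 2 with WT mice 2 and 3, and within these sets the mean of the 4 genes differed by 0.18 and by −0.21; *Tln1* ∆MC mouse 3 shared its set with no other mouse. Reads that *Tpsb2* shares with its paralog *Tpsab1*, or *Cma1* and *Mcpt4* with other chymase genes, were discarded by the authors' mapping, which leaves these levels uncertain. Among the cytoskeletal genes, *Cdc42* had 541 ± 88.8 normalized transcripts per 1000000 in WT and 433 ± 33.6 in *Tln1* ∆MC mice (SD, n = 3 each), a log2 fold change of −0.31 (standard error 0.21, adjusted p = 0.909 from limma). *Vim*, *Lmna* and *Arpc2* differed by −0.03, 0.00 and 0.00 on the log2 scale, with overlapping ranges and directions that changed with the processing, and in cells of the clusters with a higher share in WT mice the values were −0.42, −0.20 and −0.09, against −0.37 for *Cdc42*; with the MC-like ones of these clusters alone they were −0.11, −0.11 and −0.06, against −0.31. Adjusted over this list alone, 0 of the 4 passed, with a smallest adjusted p of 0.66.

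**Figure D2:**
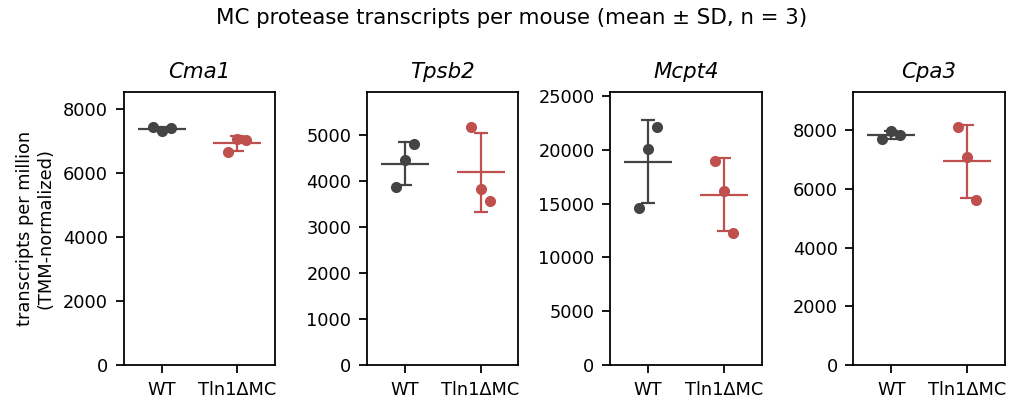
TMM-normalized transcripts per 1000000 (y axes, from 0) of *Cma1*, *Tpsb2*, *Mcpt4* and *Cpa3*, with 1 point per mouse and the mean ± SD of 3 mice for WT (dark grey) and *Tln1* ∆MC (red). The ranges of the genotypes overlap for all genes but *Cma1*.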

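Over the 8974 genes tested, 0 were lower and 0 higher in *Tln1* ∆MC MCs at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), while 501 had an unadjusted p under 0.05, of which 190 were lower and 311 higher. With limma's voom weights, 2 genes were lower, *Fstl1* and *Serpinf1*, and without TMM, which moved the count most, 38 were lower and 3 higher, *Col1a1*, *Eln* and *Sparc* among those lower. With the background batch as a block, a setting added later, 3 genes were lower (*Cd9*, *Cilp* and *Timp3*) and 816 had an unadjusted p under 0.05. These batches were read from the unused barcodes of the same data. *Tln1* ∆MC mouse 3 is alone in its batch, so it adds nothing to the comparison of genotypes in this setting. Without *Tln1* ∆MC mouse 1, 9 genes were lower. With means over cells, 6 were lower and 3 higher. Without TMM and with means over cells, limma used a variance shared over genes, not each gene's own spread between mice. *Col1a1* without TMM thus had an unadjusted p of 1.6e-21 from limma, with 3 mice against 3. The calls in these settings are therefore not comparable with those of the main setting. In simulated data with the means and totals of these mice and a dispersion of 0.02, the test found 63.2% of genes changed 2-fold and 5.29% of genes changed 1.5-fold. These percentages hold for that dispersion only and would be lower for genes that vary more between mice. The standard errors of the 4 proteases were 0.30 to 0.45, so the percentages may overstate what the test could find for them. Of the integrin genes, *Itgb1* had a log2 fold change of −0.22, *Itga5* of 0.07 and *Itgav* of 0.15, with standard errors of 0.18, 0.49 and 0.25. *Itgb2* had 8.42 ± 0.508 normalized transcripts per 1000000 in WT and 2.32 ± 1.53 in *Tln1* ∆MC mice (SD, n = 3 each), a log2 fold change of −1.59 (adjusted p = 0.735 from limma, and 0.0545 adjusted over the list alone), from 3 to 14 transcripts per mouse. *Kit* and *Mitf* differed by 0.13 and −0.09. *Tln2*, *Itgb3*, *Kitl*, *Acta2* and *Myh11* had too few transcripts in MCs for the test. From clusters enriched in WT cells and from the genes that differ in them, the paper concludes that adhesion through integrins helps to establish a specific MC phenotype in the dermis.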

**Fig. 4:**
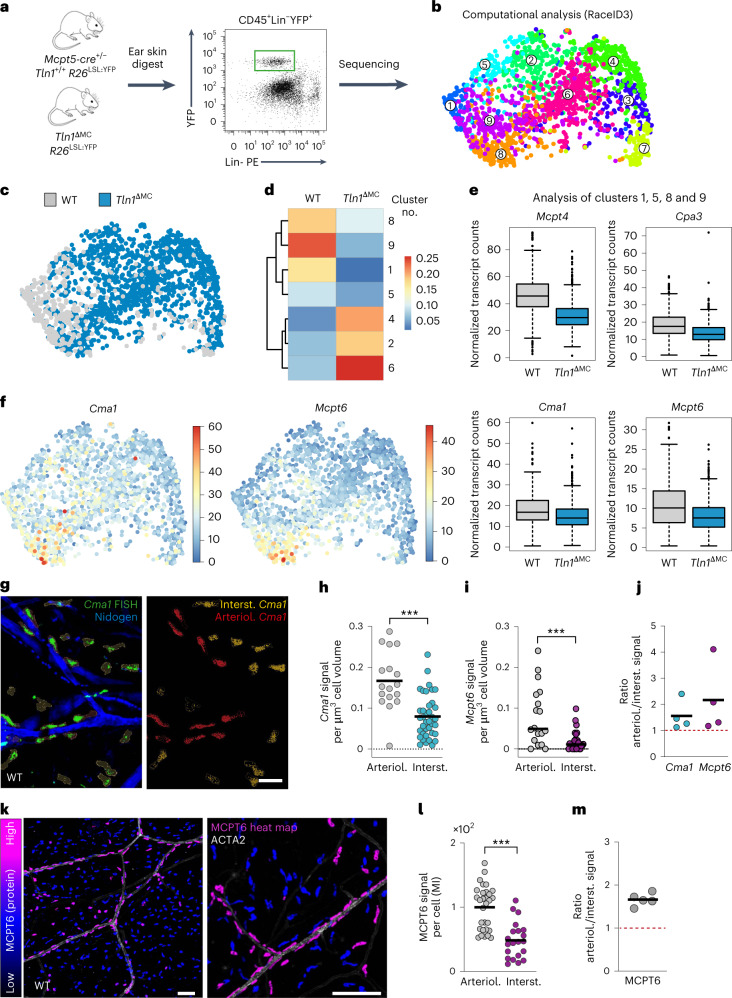
Integrin-dependent adhesion confines a mature MC subset to arterioles. **a**, Workflow for scRNA-seq analysis of MCs from dermal ear skin. **b**, UMAP of single-cell transcriptomes of sorted CD45^+^Lin^−^YFP^+^ cells (WT and *Tln1*^∆MC^ MCs combined, *n* = 1,895 cells derived from three WT and three *Tln1*^∆MC^ mice) highlighting RaceID3 clusters. Numbers denote clusters. **c**, UMAP of single-cell transcriptomes of MCs highlighting the sources or origins of the cells, that is, which mice (WT or *Tln1*^∆MC^) the cells were isolated from. **d**, Heat map showing the fractions of WT and *Tln1*^∆MC^ MCs in clusters, which were significantly enriched for either WT or *Tln1*^∆MC^ cells; *P* < 0.05. Data were analyzed by one-tailed hypergeometric test. **e**, Box plots show analysis of clusters 1, 5, 8 and 9. MC marker expression was downregulated in MCs from *Tln1*^∆MC^ relative to WT mice. Boxes indicate first and third quartiles, and the black line indicates the median. Whiskers indicate 5% and 95% quantiles. For all comparisons, Benjamini–Hochberg-corrected *P* < 0.05; *Mcpt4*, *P* = 2.9 × 10^–31^; *Cpa3*, *P* = 2.5 × 10^–69^; *Cma1*, *P* = 3.8 × 10^–13;^ *Mcpt6*, *P* = 4.1 × 10^–23^. **f**, UMAP for *Cma1* and *Mcpt6* expression. The color bar indicates normalized transcript counts. **g**, FISH of *Cma1* mRNA in ear skin whole mounts of adult WT mice (left) and postimaging analysis of *Cma1* expression in arteriolar (arteriol.) versus interstitial (interst.) MCs (right). **h**–**j**, Quantification of *Cma1* mRNA (**h**) and *Mcpt6* mRNA (**i**) FISH signal per cell volume and comparison between arteriolar and interstitial MCs. Dots represent individual MCs from one of four biological replicates; *n* = 17 (arteriolar MCs) and 38 (interstitial MCs; **h**) and *n* = 18 (arteriolar MCs) and 28 (interstitial MCs; **i**). Bars indicate means; ***P < 0.0001, two-sided *t*-test (**h**); ***P = 0.0009, two-sided *U*-test (**i**). **j**, Ratios of arteriolar to interstitial mRNA signals were calculated for four mice. **k**–**m**, MCPT6 protein expression in dermal MCs of adult WT mice. **k**, Immunofluorescence staining for MCPT6 in ear skin whole-mount tissue. An overview image (left) and MCs in the periarteriolar space (right) are shown. The heat map bar shows MCPT6 fluorescence signal intensity. **l**, Quantification of MCPT6 fluorescence. The mean intensity (MI) of MCPT6 fluorescence was measured per cell in arteriolar versus interstitial MCs. Quantification is displayed for one independent experiment, and each dot represents one MC; *n* = 30 (arteriolar MCs) and 21 (interstitial MCs). Bars indicate means; ***P < 0.0001, two-sided *t*-test. **m**, Ratios of arteriolar to interstitial MCPT6 signal were calculated for five mice; scale bars, 20 µm (**g**), 100 µm (**k**, left) and 150 µm (**k**, right). Source data

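The clusters of the box plots were replaced by the 4 rebuilt clusters whose mean share of cells was higher in WT than in *Tln1* ∆MC mice, with 439 WT and 287 *Tln1* ∆MC cells, and transcripts were scaled to 1000 per cell. Of these, clusters 2 and 5 were MC-like, cluster 10 was fibroblast-like and cluster 11, led by *Krt5* and *Krt14*, was unnamed. The median of *Mcpt4* was 25.8 in WT and 23.6 in *Tln1* ∆MC cells, that of *Cpa3* 10.5 and 9.95, that of *Cma1* 9.81 and 9.55 and that of *Tpsb2* 5.23 and 4.96. By mouse, the median of *Mcpt4* was 22.4, 28.1 and 27.6 in WT mice 1, 2 and 3 and 25.2, 20.3 and 24.9 in *Tln1* ∆MC mice 1, 2 and 3. The differences between genotypes were smaller than those between mice of one genotype for all 4 genes. When Gm genes were left out of the total, a choice made after the values were seen, the medians were 39.2 and 30.4 for *Mcpt4*, 15.0 and 13.3 for *Cpa3*, 13.8 and 13.0 for *Cma1* and 8.19 and 7.03 for *Tpsb2*, with the 3 WT mice between 32.6 and 43.6 and the 3 *Tln1* ∆MC mice between 27.2 and 34.2 for *Mcpt4*. In that setting *Tpsb2* did not overlap, with the 3 WT mice between 7.80 and 9.02 and the 3 *Tln1* ∆MC mice between 6.93 and 7.21, while the other 3 genes did. In the MC-like clusters 2 and 5 alone (389 WT and 260 *Tln1* ∆MC cells), also chosen after the values were seen, the medians were 26.7 and 24.6 for *Mcpt4*, 11.0 and 10.5 for *Cpa3*, 10.2 and 10.5 for *Cma1* and 5.47 and 5.30 for *Tpsb2*, and without Gm genes in the total all 4 genes overlapped between the mice of both genotypes.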

To characterize phenotypic MC heterogeneity in homeostatic mouse skin, we focused on validating the differential expression of MC marker genes in the intact tissue. To identify MC subsets and relate them to anatomical tissue structures, we performed fluorescence in situ hybridization (FISH) for *Mcpt5* (*Cma1*) and *Mcpt6* in ear skin whole mounts (Fig. 4g and Extended Data Fig. 8a). *Cma1* and *Mcpt6* FISH signals were increased in MCs lining arterioles compared to in MCs in the interstitial space (Fig. 4h–j). This unexpected finding was confirmed by MCPT6 protein detection, which revealed higher MCPT6 signals in MCs lining arterioles in WT mice (Fig. 4k–m and Extended Data Fig. 8b–d). All our imaging analyses suggested that periarteriolar MCPT6^high^ MCs are in direct contact with the ACTA2^+^ vascular smooth muscle cell (VSMC) layer, which surrounds arteriolar endothelial cells (Figs. 2b and 4k and Extended Data Figs. 4c,d and 8b–d)^24^. 

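GFP+ cells from ear skin of *Myh11-GFP* mice, in which smooth muscle cells express GFP, were sequenced in 4 libraries by the same method and deposited in the same unit as the MC data. Neither the labels nor the paper's text gives the number of mice, so the libraries were treated as 1 sample, and no difference between cells carries a test across mice. With the same filter on cells, 93, 78, 86 and 73 cells were kept from the 4 libraries, which held 592647, 452029, 427883 and 297694 transcripts. The median was 4593 transcripts per cell. The cells were clustered as the MCs were, with *Kitl* left out of the clustering genes, and clusters were named from markers of VSMCs, pericytes and fibroblasts. The intervals given for these cells cover counting error only.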

Hypothesizing that VSMCs might be associated with the mature MC phenotype, we performed scRNA-seq analysis of green fluorescent protein-positive (GFP^+^) cells from ear skin of transgenic *Myh11-GFP* mice. Cells were sorted for GFP^high^-expressing VSMCs, but some GFP^low^ pericytes and a small fraction of fibroblasts were also collected (Extended Data Fig. 9a–d). 

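Of the 330 cells, 38.5% (exact 95% binomial interval 33.2% to 44.0%) fell into VSMC-like clusters 1 and 3, 15.2% (11.5% to 19.5%; 50 cells) into a pericyte-like cluster and 2.42% (1.05% to 4.72%; 8 cells) into a fibroblast-like cluster. The VSMC-like cells had 2738 *Myh11* and 6126 *Acta2* transcripts per 1000000, against 609 and 1559.7 in the pericyte-like and 33.1 and 207 in the fibroblast-like cells. The fibroblast-like cells had 43075 *Col1a1* transcripts per 1000000, against 556 in the VSMC-like cells. *Rgs5* stood at 11279 transcripts per 1000000 in VSMC-like and 10069 in pericyte-like cells; the latter were led by *Ccl2*, *Ccl11*, *Cxcl2* and *Il6* and named from *Kcnj8*, *Abcc9*, *Higd1b* and *Steap4*. The remaining 43.9% were in 6 clusters that stayed unnamed, among them 1 of 19 cells led by the heart muscle genes *Actc1*, *Tnnt2* and *Mb* and 1 of 6 cells led by keratin genes. The VSMC-like share ranged from 22.4% at a clustering resolution of 1.5 to 49.8% with cells thinned to 1000 UMIs.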

Computational analysis of the sequencing data revealed higher expression of KITLG (*Kitl*), the major MC growth, survival and differentiation factor, in VSMCs than in other stromal cell types (Extended Data Fig. 9e,f). To confirm this finding in tissue, we analyzed *Kitl* promoter activity in *Kitl*^GFP^ knock-in and transgenic *Kitl-TdTomato* mice. 

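*Kitl* lies on chromosome 10 of GRCm38 from 100015630 to 100100416. VSMC-like cells had 344 *Kitl* transcripts per 1000000 (exact 95% Poisson interval 299.7 to 393), from 216 transcripts, and the other 203 cells had 130.5 (110.3 to 153.1), from 149.05 transcripts. The ratio was 2.64 (95% interval 2.13 to 3.27). Pericyte-like cells had 86.04 *Kitl* transcripts per 1000000 (57.2 to 124.3), fibroblast-like cells 33.1 (9.02 to 84.8) from 4 transcripts, and unnamed cells 168.1 (138.98 to 201). In the 4 libraries taken one by one, the ratio was 2.63, 2.11, 2.74 and 3.27. Among the other settings it was lowest, at 1.78, with cells of over 2000 transcripts and highest, at 3.41, with cells thinned to 1000 UMIs, and it stayed above 1 in all of them. The difference is between cells of 1 sample and was not tested across mice. The paper states higher *Kitl* expression in VSMCs from such cluster comparisons and then examines *Kitl* promoter activity in tissue.

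**Figure D3:**
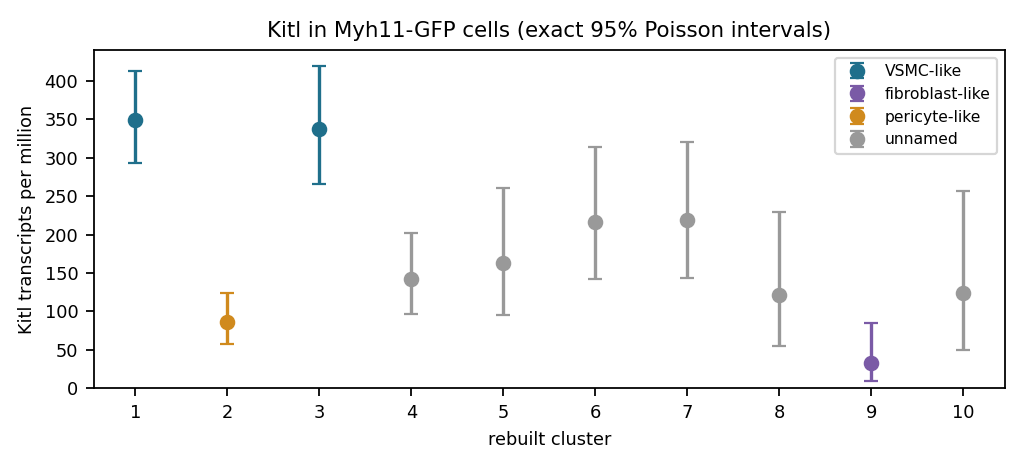
*Kitl* transcripts per 1000000 (y axis, from 0) in each rebuilt cluster of *Myh11-GFP* cells (x axis), coloured by the cluster's name, with exact 95% Poisson intervals. Both VSMC-like clusters, at 349 and 337, lie above all other clusters, whereas with Gm genes left out of the total, a setting added later, unnamed cluster 7 (399.8) lies above VSMC-like cluster 1 (391).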

ACTA2^+^ arterioles displayed high fluorescent reporter signal in both mouse strains, revealing strong *Kitl* promoter activity as an indication of KITLG expression in this dermal compartment (Fig. 5a,b). Moreover, periarteriolar MCs displayed the strongest fluorescence signals of nuclear-localized microphthalmia-associated transcription factor, which acts downstream of KITLG–KIT signaling and regulates the expression of key proteins involved in MC differentiation, activity and adhesion (Extended Data Fig. 10a)^25,26^. Detailed analysis of the arteriolar unit showed KITLG expression at the inner lining of CD31^+^ endothelial cells and ACTA2^+^ VSMCs (Fig. 5c–e). Unexpectedly, a periarteriolar single-cell layer of fibroblasts also showed *Kitl* promoter activity (Fig. 5c,f and Extended Data Fig. 10b–d). Periarteriolar MCs located very close to this yet unappreciated subset of dermal fibroblasts (Fig. 5g,h and Supplementary Video 8) and MCs in the direct vicinity of this fibroblast layer were mostly of a mature MCPT6^high^ phenotype (Fig. 5i). In WT mice, ~80% of periarteriolar MCs displayed strong MCPT6 signals (Figs. 4k and 5k). Of the much lower number of MCs interacting with arterioles in *Tln1*^ΔMC^ mice (Fig. 2c), the same percentage of MCs still expressed strong MCPT6 signals (Fig. 5j,k). In other words, the close vicinity of MCs to arterioles, even in the absence of integrin engagement, is sufficient to promote expression of the MC maturation marker MCPT6. Thus, integrin-mediated adhesion has an additional crucial role in supporting MC localization along the arteriolar unit, where several stromal cell types provide a KITLG-rich environment that potentially contributes to the local mature MC phenotype.

**Fig. 5:**
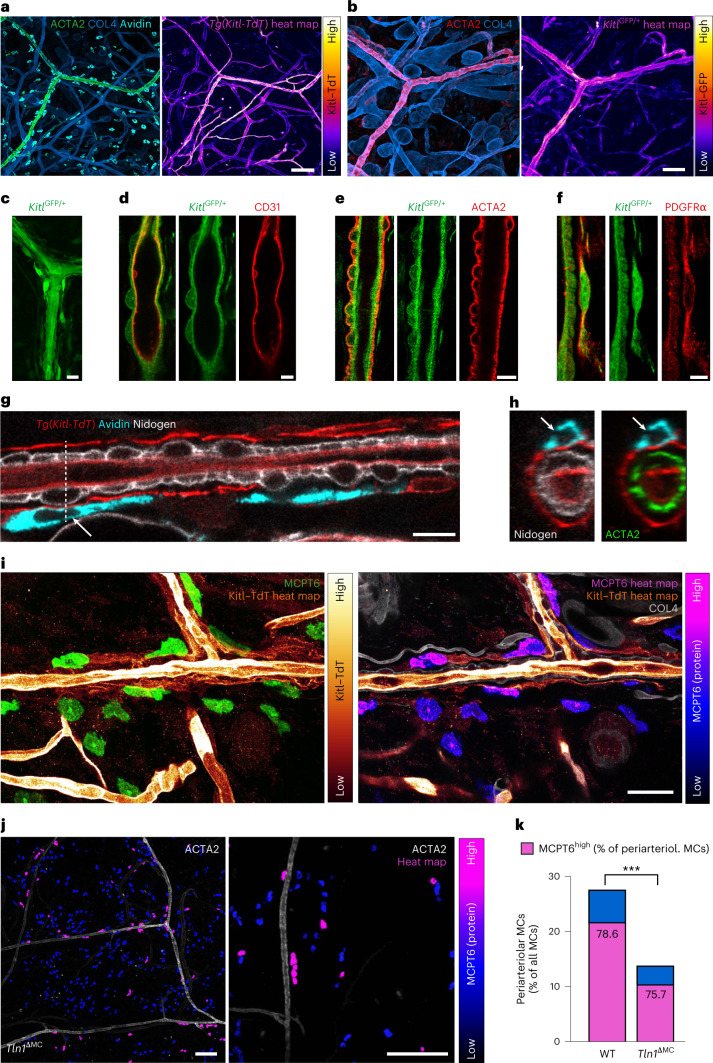
Integrins support MC localization to the KITLG-rich periarteriolar space. **a**,**b**, In situ analysis of *Kitl* promoter activity was performed in the ear dermis of two reporter mouse strains. Ear skin whole mounts of transgenic *Kitl-TdTomato* (*Tg*(*Kitl-TdT*); **a**) and *Kitl*^GFP/+^ (**b**) mice were counterstained for ACTA2-expressing arterioles, COL4^+^ basement membranes and MCs (avidin; only in **a**). Representative examples of *n* = 5 mice are shown. Endogenous fluorescence intensities are also displayed as heat maps. **c**–**f**, Characterization of GFP-expressing stromal cell types along dermal arterioles of *Kitl*^GFP/+^ mice (**c**). Immunofluorescence stainings were performed against CD31 (endothelial cells; **d**), ACTA2 (VSMCs; **e**) and PDGFRα (fibroblasts; **f**). **g**,**h**, Periarteriolar positioning of avidin^+^ MCs (cyan) and interactions with periarteriolar fibroblasts in transgenic *Kitl-TdTomato* mice. A longitudinal view of an arteriole (**g**) and cross-section with arteriolar stromal cell layers (**h**) are shown. White arrows and the dashed line indicate the MC in the cross-section area. **i**, Immunofluorescence analysis of ear skin tissue of transgenic *Kitl-TdTomato* mice reveals close proximity and interaction of MCPT6^high^ cells with periarteriolar KITLG-expressing fibroblasts. Representative images are volume projection (left) and focal *z* plane (right). **j**, Immunofluorescence staining for MCPT6 in ear skin whole-mount tissue of an adult *Tln1*^ΔMC^ mouse. The data presentation is the same as for WT in Fig. 4k. **k**, Comparative analysis of MCPT6 expression in periarteriolar MCs was performed for WT and *Tln1*^ΔMC^ mice. The full bar displays the percentage of periarteriolar MCs of total dermal MCs (similar to Fig. 2c). Data include the analysis of three imaging fields of view collected from five WT and four *Tln1*^ΔMC^ mice (*n* = 15 (WT) and 12 (*Tln1*^*ΔMC*^)); ***P < 0.0001, two-sided *t*-test. Bars also display the percentage of MCPT6^high^-expressing MCs (purple) within this subset of periarteriolar MCs. MCPT6^low^-expressing MCs at arterioles are represented in blue; scale bars, 100 µm (**a** and **j**, left), 50 µm (**b**), 15 µm (**c**), 5 µm (**d** and **f**), 10 µm (**e** and **g**), 30 µm (**i**) and 150 µm (**j**, right). Source data

In summary, our findings identify MCs as an ECM-anchored immune cell type that critically depends on substrate adhesion for physiological migration but not survival. Their slow haptic mode of movement is perfectly adapted to organize long-lasting positioning in tissues with heterogeneous growth factor distribution. MCs are unique among immune cells in their migration strategy, as they appear fixed to a special mode of interstitial movement in the tissue. While amoeboid-like immune cells, including dendritic cells, neutrophils and lymphocytes, compensate the loss of integrin-dependent adhesion by switching to another mechanistic mode of migration, MCs lack this migratory plasticity. This stands in stark contrast to the rapid and flexible amoeboid migration of many other immune cell types, whose tissue guidance commonly depends on G-protein-coupled receptor signaling^27^. This makes MCs special among immune cells and sets them at the outer end of the immune cell migration spectrum. Our data place MCs instead into the broad category of mesenchymal-like migrating cells despite their hematopoietic origin. However, MCs are not just ‘fibroblast-like’ cells. Lack of integrin functionality does not interfere with MC numbers and the general size of the dermal MC pool. This again contrasts many other mesenchymal cell types, including fibroblasts and endothelial cells, which require β_1_ integrin signaling for anchorage-dependent growth and survival^28,29^. Here, we highlight that integrin-mediated haptokinesis is crucial for distributing individual MCs widely throughout the tissue and organizing the population of long-lived MCs as resident networks. Furthermore, integrin-dependent movement supports site-specific MC positioning to the periarteriolar space where MCs are exposed to high concentrations of KITLG and acquire mature phenotypes. As it has long been known that KITLG–KIT signaling can induce integrin-mediated adhesion in MCs in vitro^30^, we speculate that KITLG may act as a haptotactic cue to recruit adhesive MCs into the periarteriolar space and thus support their tissue localization. However, how exactly KITLG distribution and KIT and integrin receptor signaling cooperate to establish and organize anatomical tissue niches for MC growth, differentiation and homeostasis remains to be investigated. Future studies will also need to formally validate the molecular interactions of periarteriolar mature MCs with KITLG-expressing stromal cells. Together, our study builds the basis for future studies assessing MCs as potential mechanosensitive immune cells, which probably respond to changing tissue properties under pathophysiological conditions of chronic inflammation, fibrosis and tissue trauma.

## Methods

### Mouse models

Mouse breeding and husbandry were performed at the Max Planck Institute of Immunobiology and Epigenetics, Freiburg, in accordance with the guidelines provided by the Federation of European Laboratory Animal Science Association and as approved by German authorities (Regional Council of Freiburg). Mice were only used for organ removal after death by carbon dioxide exposure and thus were not subject to experimental procedures and ethical approval according to §4 (3) Tierschutzgesetz. Mice were maintained in a conventional animal facility with a 14-h light/10-h dark cycle at a temperature of 22 °C ± 2 °C and a relative humidity of 60% ± 5%. Standard food was available ad libitum for all animals. *Mcpt5-cre*^31^, *Tln1*^fl/fl^^32^, *Itgb1*^fl/fl^^33^, *Rosa26*^LSL:YFP^ (Jackson Laboratory, 006148)^34^, *Rosa26*^LSL:Tom^ (Jackson Laboratory, 007914)^35^, *Tg*(*Ubow*)^21^, *Tg*(*Kitl-ERT2cre*, *TdTomato*)^36^, *Kitl*^GFP^ (Jackson Laboratory, 017860)^37^, *Tyr*^c-2J^ (Jackson Laboratory, 000058)^38,39^, *Tg*(*Myh11-GFP*) (Jackson Laboratory, 007742)^40^, *Rag2*^tm1Fwa^^41^, *Tg*(*Lifeact-GFP*)^42^, *Itgb2*^tm2Bay^ (Jackson Laboratory, 003329)^43^, *Commd10*^Tg(Vav1-icre)^ (Jackson Laboratory, 008610)^44^ and *Itgb3*^fl/fl^ (Jackson Laboratory, 028232)^45^ mouse strains have been described elsewhere. *Mcpt5-cre Tln1*^fl/fl^ mice and crosses with fluorescent reporter lines (*Rosa26*^LSL:YFP^, *Tg*(*Ubow*)) were on a *Tyr*^c-2J/c-2J^ (C57BL/6J-Albino) background, as we initially planned intravital microscopy studies of ear skin in these mice. All other mouse strains were on a C57BL/6J background. For all genotypes, sex-matched female or male mice (aged 7 to 12 weeks) were used in the experiments.

### Culturing BMMCs with a connective tissue phenotype

To obtain MCs with connective tissue-type characteristics, we cultured BMMCs following previously published protocols^46,47^. BM was isolated by flushing tibiae and femora with cold PBS. Isolated BM cells were maintained at 37 °C and 5% CO_2_ in DMEM (4.5 g liter^–1^ glucose, Gibco) supplemented with 10% heat-inactivated fetal calf serum (FCS), 10 U ml^–1^ penicillin, 10 µg ml^–1^ streptomycin, 2 mM l-glutamine, 25 mM HEPES, 1 mM sodium pyruvate, 1× non-essential amino acids (Gibco), 50 µM 2-mercaptoethanol and interleukin-3 (IL-3; 5% supernatant of mouse IL-3-secreting WEHI-3 cells). To promote BMMC differentiation with connective tissue-type characteristics, 5% mouse SCF-containing supernatant and IL-4 (1 ng ml^–1^, PeproTech) were added to the medium^47^. IL-4 and SCF supplementation to the culture medium enhanced *Mcpt5* promoter activity and thus expression of Cre recombinase in BMMCs generated from *Mcpt5-cre* mouse strains. BMMCs were used for experiments after 5 to 10 weeks of cultivation. Full differentiation into mature MCs was confirmed by expression of lineage-specific c-KIT and FcεRI using flow cytometry.

### Peritoneal MCs

Mouse peritoneal MCs were isolated by peritoneal lavage and maintained at 37 °C and 5% CO_2_ in Opti-MEM including GlutaMAX (Life Technologies) supplemented with 10% heat-inactivated FCS, 10 U ml^–1^ penicillin, 10 µg ml^–1^ streptomycin (Gibco) and 5% mouse SCF-containing supernatant^48^. Experiments with peritoneal MCs (5 to 10 weeks of cultivation) were performed after confirming purity of mature MCs using flow cytometric analysis of lineage-specific c-KIT and FcεRI expression.

### Dermal MCs

Dermal MCs were isolated from the ear skin by separating ears into dorsal and ventral halves, mincing tissue and incubating for 75 min at 37 °C in RPMI supplemented with 50 U ml^–1^ penicillin, 50 µg ml^–1^ streptomycin and 0.4 mg ml^–1^ Liberase (Roche). The tissue digest was stopped by addition of an equal volume of RPMI supplemented with 10% heat-inactivated FCS. To obtain single-cell suspensions, digests were subjected to a gentleMACS dissociator (Miltenyi). After filtration of the suspension through a 70-µm filter (Corning), cells were cultivated for 5 weeks according to the protocol described for peritoneal MCs.

### IL-3, SCF and IgE production

IL-3 was produced by WEHI-3 cells^49^ (provided by R. Grosschedl, Max Planck Institute of Immunobiology and Epigenetics). SCF (KITLG) was produced by CHO transfectants (provided by G. Häcker, University of Freiburg). Anti-DNP IgE (clone SPE7) was produced by SPE-7 hybridoma NS1 cells^50^ (provided by M. Schmidt-Supprian, Technical University of Munich). Detailed information on culture conditions are available in Supplementary Note 1.

### Mouse embryonic fibroblast (MEF) culture and 3D fibroblast-derived FN matrices

Immortalized MEFs (provided by S. Minguet, University of Freiburg) were maintained as a confluent culture at 37 °C and 5% CO_2_ in DMEM (4.5 g liter^–1^ glucose; Gibco) supplemented with 10% heat-inactivated FCS, 2 mM l-glutamine, 50 U ml^–1^ penicillin, 50 µg ml^–1^ streptomycin and 50 μM β-mercaptoethanol. Stroma-derived 3D FN matrices were produced as previously described^51^. For matrix production, MEFs were seeded at 0.5 × 10^5^ cells per well in 8-well imaging chambers (Lab-Tek) for live-cell imaging or at 1.25 × 10^5^ cells per well in 24-well plates containing round coverslips (12 mm in diameter) for static immunofluorescence imaging. Cells were cultured for 9 d, and fluorescent labeling of matrices was achieved by adding 1 µg ml^–1^ rhodamine-coupled FN (Cytoskeleton) at days 3, 5 and 7, allowing incorporation of fluorescently labeled FN into the secreted matrices. For static immunofluorescence analysis, the extracted FN matrices were stained with anti-FN (Sigma) and fluorescently labeled anti-rabbit (Thermo Fisher).

### MC maturation and integrin expression

To confirm MC maturation and characterize integrin cell surface expression on MCs, flow cytometric analysis was performed; 10^6^ BMMCs per sample were used for staining and kept on ice. Antibodies and cells were diluted in PBS supplemented with 2% heat-inactivated FCS (FACS buffer). First, cells were blocked at 4 °C for 15 min using anti-mouse CD16/CD32 (1:250; BD Biosciences) before washing. Next, cells were stained for 30 min at 4 °C with primary antibodies and washed once with FACS buffer. If primary antibodies were unlabeled, cells were stained with fluorescently labeled secondary antibodies for 30 min. For flow cytometric measurements, MCs were resuspended in FACS buffer and analyzed using an LSRII or LSRFortessa flow cytometer operated with FACSDiva software (BD Biosciences). Final data analysis was done with FlowJo software (BD Bioscience). Antibodies and working dilutions are listed in the Reporting Summary. To measure integrin cell surface expression of endogenous skin MCs, flow cytometric analysis was performed on MCs isolated from mouse ear skin. Ears were separated into dorsal and ventral parts, finely minced on ice using sharp scissors and incubated with Opti-MEM (Gibco) containing 1 mg ml^–1^ Liberase DL (Roche, 05401160001) and 2 mg ml^–1^ DNase I (Roche, 10104159001) for 60 min at 37 °C while shaking at 1,500 r.p.m. in a thermomixer. Samples were collected on ice in a 50-ml reaction tube containing 10 ml of Opti-MEM. The suspension was filtered through a 30-µm cell strainer into a fresh 15-ml reaction tube and centrifuged for 5 min at 400*g* at room temperature, and the resulting cell pellet was washed once using 10 ml of Opti-MEM before the samples were centrifuged once more, and the supernatant was discarded. Antibody incubation was performed in 96-well round-bottom plates. Anti-CD16/32 blocking and staining were performed as for BMMCs. Antibodies and working dilutions are listed in the Reporting Summary. After staining with antibodies, the cells were washed once and taken up in FACS buffer supplemented with DAPI before flow cytometry.

### Calculation of TLN-1 depletion efficiency

To determine TLN-1 depletion efficiencies in BMMC and peritoneal MC cultures, intracellular flow cytometry and western blotting were performed. For intracellular detection of TLN protein expression by flow cytometry, BMMCs were fixed with 2% paraformaldehyde for 5 min on ice, permeabilized in 0.5% saponin and 0.5% heat-inactivated FCS in PBS (Perm buffer) for 10 min at room temperature and blocked with 2% mouse serum diluted in Perm buffer for 30 min. Cells were washed twice with Perm buffer. Unconjugated anti-pan-TLN (Sigma) was applied in 2% mouse serum-containing Perm buffer for 30 min on ice. Cells were washed twice with Perm buffer and incubated with Cy3-conjugated anti-mouse (Jackson ImmunoResearch) for 30 min on ice, followed by two subsequent washing steps with Perm buffer. Cells were resuspended in FACS buffer for flow cytometric analysis.

For western blotting, BMMCs and peritoneal MCs were lysed in freshly prepared RIPA buffer (50 mM Tris-HCl, 150 mM NaCl, 0.5% (vol/vol) NP-40, 1% (vol/vol) Triton X-100, 5 mM EGTA, 5 mM EDTA and 1× cOmplete protease inhibitor cocktail) for 15 min on ice. Proteins were applied to an 8–2% gradient polyacrylamide gel, resolved by SDS–PAGE (Bio-Rad) and transferred onto PVDF membranes (Millipore) via wet blot transfer. Nonspecific binding sites were blocked with 5% skim milk powder in TBS containing 0.1% (vol/vol) Tween 20. Primary antibodies to pan-TLN protein (Sigma) and actin (Sigma) were incubated overnight in TBS containing 0.1% Tween 20 and 2% bovine serum albumin (BSA; Sigma), followed by a 1-h incubation with horseradish peroxidase-conjugated secondary antibodies (Dako) at room temperature. After 5 min of incubation with Clarity Western ECL substrate (Bio-Rad), proteins were detected using a ChemiDoc Touch gel imaging system and Image Lab software (Bio-Rad).

### Adhesion assay

To measure MC adhesion to different ECM components and integrin ligands, an absorbance-based adhesion assay was performed. Microtiter plates (Greiner) were coated for 2 h at 37 °C with FN (10 µg ml^–1^; Sigma-Aldrich), recombinant human ICAM-1 (10 µg ml^–1^; R&D Systems), Matrigel (50 µg ml^–1^; Corning) or BSA as a control (250 µg ml^–1^) diluted in PBS. Plates were washed twice with PBS and blocked with 3% BSA in PBS for 30 min at 37 °C. BMMCs were incubated for 1 h at 37 °C in adhesion buffer (phenol red-free RPMI containing 10 mM HEPES, 0.25% BSA and 2 mM CaCl_2_) or in adhesion buffer supplemented with 1 µg ml^–1^ anti-DNP IgE. Cells were washed twice with PBS and seeded at 5 × 10^5^ cells per well in fresh adhesion buffer. Cells were allowed to settle for 10 min at 37 °C and 5% CO_2_. IgE-uncoated MCs were stimulated for 30 min with BSA (250 µg ml^–1^), anti-DNP IgE (1 µg ml^–1^) or SCF (100 ng ml^–1^). Anti-DNP IgE-sensitized MCs were stimulated with DNP–human serum albumin (DNP–HSA; 100 ng ml^–1^). After stimulation, plates were centrifuged upside down for 5 min at 60*g* to remove non-adherent cells. After washing once with prewarmed PBS, plates were centrifuged again upside down. Adherent cells were fixed for 10 min with 4% paraformaldehyde, followed by a washing step with PBS. Plates were centrifuged for 2 min at 420*g*, and adherent cells were stained by incubation with crystal violet (5 mg ml^–1^ in 2% ethanol) for 10 min at room temperature. Following two washing steps with tap water, plates were drained upside down, and 1% SDS (in water) was added. Plates were put on an orbital shaker to solubilize the crystal violet dye from lysed cells before absorbance was measured at 570 nm on a Synergy4 plate reader (Bio-Tek).

### MC spreading

To visualize adhesion-dependent MC spreading, live video microscopy was performed with a spinning-disk confocal microscope (Zeiss) equipped with a stage-top incubator (TokaiHit) to generate an ambient atmosphere of 37 °C and 5% CO_2_. Eight-well imaging chambers (Lab-Tek) were coated with 15 µg ml^–1^ FN overnight at 4 °C. After sensitizing BMMCs (non-fluorescent or Lifeact–GFP expressing) with 1 µg ml^–1^ anti-DNP IgE for 1 h at 37 °C, cells were washed twice in PBS and resuspended in imaging medium (phenol red-free DMEM supplemented with 10% heat-inactivated FCS, 10 U ml^–1^ penicillin, 10 µg ml^–1^ streptomycin, 5% IL-3-containing WEHI-3 supernatant and 1 mM CaCl_2_) and plated at 5 × 10^4^ cells per well. Microscopy was started immediately after addition of 60 ng ml^–1^ DNP–HSA. Differential interference contrast and confocal spinning-disk microscopy were used to generate time-lapse videos. Technical details on imaging are provided in Supplementary Note 1. MC adhesion to native FN matrices was investigated. Briefly, eight-well Lab-Tek imaging chambers containing rhodamine-labeled FN matrices were washed twice with PBS and filled with 30 µl of imaging medium. BMMCs were resuspended in imaging medium at a concentration of 10^6^ cells per ml, and 70 µl of cell suspension was added to the matrices for 1 h at 37 °C. To stimulate adhesion, 100 µl of SCF (final concentration of 100 ng ml^–1^) was added to the well. Technical details on imaging are provided in Supplementary Note 2. Raw imaging data were processed with Imaris (V9.5.1, Bitplane) using a Gaussian filter for noise reduction and displayed as 2D maximum intensity projections.

### MC migration in the under-agarose assay

MC migration in a confined environment was analyzed in an under-agarose assay. The standard protocol^52^ was modified to allow observation of (1) MC migration over a time course of 14 h and (2) MC actin flow dynamics. To investigate MC migration over time, custom-made imaging chambers (threaded tops of 50-ml centrifuge tubes (Cellstar) fixed in the center of Petri dishes 3.5 cm in diameter) were coated with 10 μg ml^–1^ FN in PBS overnight at 4 °C. Unbound FN was removed by washing the plates twice with PBS. UltraPure agarose (0.25 g; Invitrogen) was dissolved in 10 ml of double-distilled water by boiling and mixed with 30 ml of HBSS/DMEM solution (1:1 (vol/vol) HBSS/BMMC medium supplemented with 20% FCS, 5% IL-3-containing WEHI-3 supernatant and 5% SCF-containing CHO supernatant) to obtain a final gel concentration of 6.25 mg ml^–1^. To avoid denaturation of the FN layer, agarose gel was cast when the gel mixture was cooled down to a temperature of 40 °C. After polymerization, gels were equilibrated for 1 h at 37 °C and 5% CO_2_. BMMCs were sensitized with 1 µg ml^–1^ anti-DNP IgE for 1 h at 37 °C, followed by two washing steps with PBS. One microliter of the MC suspension (adjusted to 2 × 10^7^ cells per ml in BMMC medium) was injected under the agarose. The outer ring of the imaging chamber was filled with double-distilled water to avoid gel dehydration during the extended imaging time. Cells were incubated for 4 h at 37 °C before live-cell microscopy was started. Technical details on imaging are provided in Supplementary Note 2. For experiments with cytoskeletal inhibitors, 10^6^ anti-DNP IgE-sensitized BMMCs were incubated with 50 µl of inhibitor-containing BMMC medium for 1 h at 37 °C. Additionally, the agarose and agarose/HBSS solutions were supplemented with the corresponding inhibitor. The following inhibitors were used: cytochalasin D (1 µM; Merck) and Y-27632 (30 µM; Merck). DMSO and double-distilled water were used as a vehicle control for cytochalasin D and Y-27632, respectively. To investigate actin flow dynamics of MCs, we used total internal reflection fluorescence (TIRF) microscopy. Custom-made imaging chambers with glass-bottom slides (based on Petri dishes 3.5 cm in diameter with a 15-mm hole drilled into the center, which was covered with a glass coverslip 18 mm in diameter) were coated with 10 μg ml^–1^ FN diluted in PBS overnight at 4 °C. Control and *Tln1*^−/−^ BMMCs were generated from WT *Lifeact-GFP*^+/−^ or *Tln1*^ΔMC^ *Lifeact-GFP*^+/−^ mice, respectively. Agarose gels were cast and equilibrated for 1 h at 37 °C and 5% CO_2_. Before imaging, anti-DNP IgE-sensitized BMMCs were directly suspended in 60 ng ml^–1^ DNP–HSA solution at a concentration of 5 × 10^7^ cells per ml. One microliter of the cell suspension was injected under the agarose at five injection sites per well, and imaging was immediately started.

### MC migration in polydimethylsiloxane (PDMS) microchannels

Custom-ordered microchannels (9 µm and 10 µm in width and 10 µm in height; 4D Cell) were treated according to the manufacturer’s protocol. The channels were washed twice with PBS (Gibco) and coated with 100 µg ml^–1^ FN in PBS for 1 h at room temperature. Microchannels were washed three times each, first with PBS and then with BMMC medium. The medium was removed after the last wash step, and 10 µl of cell suspension (10^7^ cells per ml) was pipetted into each access port. After incubation at 37 °C and 5% CO_2_ for 30 min, 2 ml of BMMC medium was added and again incubated at 37 °C and 5% CO_2_ for 4 h before imaging was started. Technical details on imaging are provided in Supplementary Note 2.

### MC seeding of 3D Matrigel matrix

To assess MC migration and seeding in 3D matrices, BMMCs were kept in Matrigel for up to 72 h. Matrigel (Corning) was used according to the manufacturer’s protocol. BMMCs were sensitized with 1 µg ml^–1^ anti-DNP IgE for 1 h at 37 °C and 5% CO_2_. After washing twice with PBS, cells were suspended in BMMC culture medium at a concentration of 10^6^ cells per ml. Next, the BMMC suspension was mixed in a 1:1 ratio with BMMC medium containing 10% heat-inactivated FCS, 10% IL-3-containing WEHI-3 supernatant and 10% SCF-containing CHO supernatant on ice. Twenty-five microliters of this cell suspension was then mixed with 25 µl of Matrigel on ice to obtain a cell density of 2.5 × 10^4^ cells per 100 µl of Matrigel solution. For imaging, 10 μl of the gel mixture (2,500 cells in 50% (vol/vol) Matrigel per well) was loaded on an µ-slide angiogenesis (Ibidi, 81506) and kept at room temperature for 5 min and another 10 min at 37 °C and 5% CO_2_ to allow gel polymerization. Afterward, 50 μl of BMMC medium with 2× concentrated cytokines (10% IL-3-containing WEHI-3 and 10% SCF-containing CHO supernatant) was added on top of the gel to provide adequate culture conditions. The prepared samples were preincubated for 24 h at 37 °C and 5% CO_2_ and imaged afterward. Technical details on live-cell imaging are provided in Supplementary Note 2. For cluster growth analysis, Matrigel-embedded cells were incubated at 37 °C for 7 d before they were imaged. For experiments in the presence of cytoskeletal inhibitors, 10^6^ anti-DNP IgE-sensitized BMMCs were incubated in 50 µl of inhibitor-containing BMMC medium for 1 h at 37 °C. Additionally, inhibitors were added to both the Matrigel and BMMC medium that were loaded on top of the solidified Matrigel. The following inhibitors were used: blebbistatin (50 µM; Merck), cytochalasin D (1 µM; Merck) and Y-27632 (30 µM; Merck). DMSO was used as a vehicle control for blebbistatin and cytochalasin D, whereas double-distilled water was used for Y-27632.

### Ear skin whole-mount immunofluorescence analysis

Ears were cut at the base and subsequently split into ventral and dorsal halves. Ventral ear sheets were incubated in 1% paraformaldehyde for 6 to 8 h at 4 °C on a rocker. Ear slices were then transferred to wash and blocking buffer (PBS, 0.25% (vol/vol) Triton X-100 and 1% BSA) and incubated overnight by gently shaking at 4 °C. After fixation and permeabilization, immunofluorescence staining was performed. During all steps, ears were kept at 4 °C on a rocker. Each step was followed by three 15-min wash steps with wash buffer. Primary antibodies or directly fluorescent reagents were applied overnight at 4 °C. If required, this was followed by a 4- to 6-h incubation at 4 °C with fluorescent secondary antibodies. Tissue samples were mounted onto glass slides and covered by glass coverslips (the dermal side facing the coverslip) with Fluoromount-G (SouthernBiotech). Ear explants of Ubow mice were fixed for only 4 h in 1% paraformaldehyde at 4 °C to reduce quenching of the weak CFP fluorescence signal. Samples were otherwise treated according to the described protocol above. Antibodies and working dilutions are listed in the Reporting Summary. Anti-ACKR1 Alexa Fluor 488 (clone 6B7) was provided by Aude Thiriot and Ulrich von Andrian^53^ (Harvard Medical School). For amplification of Tomato signal in transgenic *Kitl-TdTomato* mice, anti-RFP (Rockland) and anti-rabbit Alexa Fluor 568 (Invitrogen) were used in some experiments. To amplify YFP signal in *R26*^LSL:YFP^-carrying mouse strains, anti-GFP Dylight 488 (Rockland) was used. Avidin was used to visualize dermal MCs, specifically avidin-FITC (1:2,000; BioLegend) and self-conjugated avidin-Alexa Fluor 647 (1:5,000; Thermo Fisher) using an antibody labeling kit (Thermo Fisher). Technical details on confocal fluorescence microscopy are provided in Supplementary Note 2.

### Immunofluorescence analysis of adhesion structures in MCs

Static immunofluorescence staining of adhesive structures in adherent MCs was performed on glass coverslips (12 mm in diameter). Coverslips were coated overnight at 4 °C with 15 µg ml^–1^ FN diluted in PBS. BMMCs were sensitized with 1 µg ml^–1^ anti-DNP IgE for 1.5 h at 37 °C and 5% CO_2_. Cells were washed twice with PBS and adjusted to 1.5 × 10^6^ cells per ml in assay medium (BMMC medium supplemented with 5% IL-3-containing WEHI-3 supernatant and 2 mM CaCl_2_). Unbound FN was aspirated from the coverslips, which were washed twice with PBS. Cells were plated in 400 µl of medium per well and allowed to settle for 10 min at 37 °C and 5% CO_2_. Next, 400 µl of stimuli solution (recombinant SCF (200 ng ml^–1^; Peprotech) and DNP–HSA (200 ng ml^–1^)) was added, and cells were incubated for 30 min at 37 °C and 5% CO_2_. Floating cells were aspirated, and adherent cells were fixed by adding prewarmed 1% paraformaldehyde (37 °C; diluted in PBS) for 15 min at 37 °C. Cells were washed twice with PBS before paraformaldehyde was quenched with 0.1 mM glycine for 5 min at room temperature. Afterward, the cells were permeabilized with 0.2% Triton X-100 in PBS for 5 min at room temperature and blocked for 30 min with 1% BSA. Primary antibodies were applied 1:200 in 1% BSA overnight at 4 °C. Coverslips were washed three times with 1% BSA for 5 min each. Cells were then stained with secondary antibodies for 90 min at room temperature. After three washing steps for 15 min each, coverslips were rinsed once with double-distilled water and mounted onto glass slides with antifade mounting medium. Antibodies and working dilutions are listed in the Reporting Summary. The actin cytoskeleton was visualized by using phalloidin conjugated to Alexa Fluor 488 (1:2,000; Thermo Fisher Scientific). Technical details on confocal fluorescence microscopy are provided in Supplementary Note 2. To evaluate the formation of adhesive structures in a more native setting, MCs were allowed to adhere to coverslips coated with FN matrices. BMMCs were treated, stimulated and fixed as described in the immunofluorescence protocol above. After permeabilization and blocking, primary antibodies were applied overnight at 4 °C followed by an incubation with secondary antibodies for 1 h at 4 °C. Antibodies and working dilutions are listed in the Reporting Summary.

### RNA FISH

To confirm results from RNA-seq experiments and analyze differential expression of proteins in ear skin tissue, RNA FISH by the third-generation in situ hybridization chain reaction (HCR) v3.0 protocol from Molecular Instruments was used according to the manufacturer’s protocol (Molecular Instruments Protocols). Ears from *Mcpt5-cre*^+/−^ *R26*^LSL:Tom^ mice were dissected following the previously described standard protocol and fixed with 4% paraformaldehyde overnight at 4 °C. In an RNase-free environment, ears were step-wise dehydrated in gradually increasing concentrations of methanol (25, 50, 75 and 100%) diluted in 0.1% Tween 20 in PBS (PBST) for 5 min each at room temperature and kept in 100% methanol overnight at −20 °C. Ears were rehydrated in gradually decreasing concentrations of methanol (100, 75, 50 and 25%) for 5 min each at room temperature before treatment with 10 µg ml^–1^ proteinase K solution (diluted in PBST) for 2 min at room temperature. Following a washing step, ears were fixed in 4% paraformaldeyde for 20 min at room temperature. For the detection stage, ears were incubated with preheated (37 °C) hybridization buffer for 5 min at room temperature and for another 30 min at 37 °C for prehybridization of the tissues. FISH probes (250 µl, 10 nM) were applied in hybridization buffer and incubated overnight at 37 °C. For the amplification stage, ears were incubated in 250 µl of amplification buffer containing 30 pmol of fluorescently labeled hairpin 1 and 2 and primary antibodies overnight at room temperature. Following three washing steps with 5× saline-sodium citrate buffer in distilled water and 0.1% Tween 20, ears were stained with secondary antibodies diluted in 5× saline-sodium citrate buffer in distilled water and 0.1% Tween 20 for 4 h at 4 °C. Following three washing steps in PBST at room temperature, ears were mounted onto glass slides using Fluoromount-G (SouthernBiotech). The following HCR probes and antibodies were used: *Tpbs2* (*Mcpt6*; ten probe pairs, Molecular Instruments), *Cma1* (ten probe pairs, Molecular Instruments), HCR amplifier Alexa Fluor 488 (Molecular Instruments), anti-nidogen (Thermo Fisher) and anti-rat Alexa Fluor 405 (Abcam). Technical details on imaging are provided in Supplementary Note 2.

### Cell isolation and FACS for scRNA-seq

All MCs used for scRNA-seq analysis were obtained from 7-week-old *Tln1*^ΔMC^ *R26*^LSL:YFP^ male mice (*n* = *3*) and age- and sex-matched control *Mcpt5-cre*^+/−^ *Tln1*^+/+^ *R26*^LSL:YFP^ littermate mice (*n* = *3*). Ears were separated into dorsal and ventral halves, finely minced and incubated for 75 min at 37 °C in RPMI supplemented with 5% penicillin–streptomycin and 0.4 mg ml^–1^ Liberase (Roche). Digestion was stopped by adding an equal volume of stopping solution consisting of RPMI supplemented with 10% FCS to the digestion mixture and keeping cells on ice. Single-cell suspensions were obtained using a gentleMACS dissociator (Miltenyi) and filtering the suspension through a 70-µm filter (Corning). For an unbiased selection of MCs and to avoid MC activation, we sorted for MC-specific YFP expression rather than using potentially activating lineage-specific markers. After excluding dead cells (DAPI) and doublets, MCs were identified as CD45^+^, Lin^−^ (CD3e^−^, CD19^−^, CD4^−^, CD8^−^, CD11c^−^ and NK1.1^−^) and YFP^+^ cells. Cells were sorted into 384-well plates using an Aria Fusion II (BD). Antibodies and working dilutions are listed in the Reporting Summary. 

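The mean number of *Cpa3* UMIs per sorted MC was 39.1, 51.3 and 35.2 in WT mice 1, 2 and 3 and 41.2, 41.3 and 59.0 in *Tln1* ∆MC mice 1, 2 and 3. It was 0.00303 in the GFP+ cells of *Myh11-GFP* mice, whose libraries held no sorted MCs. A *Cpa3* UMI was found in 93.8% of the cells of WT mouse 1 (exact 95% binomial interval 90.7% to 96.1%), the lowest share. It was found in 934 of 934 cells of *Tln1* ∆MC mouse 3. Of these 934, 5 lay in the barcode set not in use, so a *Cpa3* UMI alone does not show a sorted MC.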

All sorted cells expressed high transcript levels of the MC marker *Cpa3* (Extended Data Fig. 5b). For scRNA-seq analysis of VSMCs and pericytes, CD45^−^GFP^+^ cells were sorted from ear skin digests of *Myh11*^GFP/+^ mice.

### Single-cell RNA amplification and library preparation

scRNA-seq was performed according to the mCEL-Seq2 protocol^23,54^. Viable cells were sorted into 384-well plates containing 240 nl of primer mix and 1.2 μl of PCR encapsulation barrier, Vapour-Lock (Qiagen) or mineral oil (Sigma-Aldrich). Sorted plates were centrifuged at 2,200*g* for 10 min at 4 °C, snap-frozen in liquid nitrogen and stored at −80 °C until they were processed. To convert RNA into cDNA, 160 nl of reverse transcription reaction mix and 2.2 μl of second-strand reaction mix was used. cDNA from 96 cells was pooled together before cleanup and in vitro transcription, generating four libraries from one 384-well plate; 0.8 μl of AMPure/RNAClean XP beads (Beckman Coulter) per 1-μl sample was used during all purification steps including library cleanup. Libraries were sequenced on Illumina HiSeq 2500 and 3000 sequencing systems (paired-end multiplexing run, high-output mode) at a depth of ~150,000 to 200,000 reads per cell.

### Quantification of transcript abundance

Paired-end reads were aligned to the transcriptome using bwa (version 0.6.2-r126) with default parameters^55^. The transcriptome contained all gene models based on the mouse ENCODE VM9 release downloaded from the University of California Santa Cruz genome browser comprising 57,207 isoforms, with 57,114 isoforms mapping to fully annotated chromosomes (1–19, X, Y and M). All isoforms of the same gene were merged to a single gene locus. Subsequently, gene loci with >75% sequence overlap were merged. The right mate of each read pair was mapped to the ensemble of all gene loci and to the set of 92 ERCC spike-ins in the sense direction. Reads mapping to multiple loci were discarded. The left read contains the barcode information; the first six bases corresponded to the unique molecular identifier (UMI), followed by six bases representing the cell-specific barcode. The remainder of the left read contains a poly(T) stretch. The left read was not used for quantification. For each cell barcode, the number of UMIs per transcript was counted and aggregated across all transcripts derived from the same gene locus. The number of observed UMIs was converted into transcript counts using binomial statistics^56^.

### scRNA-seq data analysis

Clustering and visualization were performed using the RaceID3 (v0.2.3) algorithm^23^. Cells expressing >2% of Kcnq1ot1, a potential marker for low‐quality cells^57^, were not considered for the analysis. 

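Among cells with more than 1000 transcripts, the highest share of *Kcnq1ot1* was 0.92% in MCs and 0.548% in *Myh11-GFP* cells, so that the filter removed 0 cells of either kind. The median share was 0.0427% and 0.0238%. Taken over transcripts outside Gm genes, a choice made after the values were seen, the share exceeded 2% in 34 MCs and 8 *Myh11-GFP* cells, with a highest value of 4.11% and 3.65%.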

For normalization, the total transcript counts in each cell were normalized to 1 and multiplied by the minimum total transcript count across all cells that passed the quality control threshold of >1,000 transcripts per cell (Poisson-corrected UMIs^57^). 

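The 30 MC libraries list 5760 barcodes, of which 2477 had more than 1000 transcripts. A limit of 1500 transcripts left 2373 cells and a limit of 2000 left 2259. Counting only UMIs before the authors' correction left 2475. Among choices made after the values were seen, 2196 cells had more than 1000 transcripts outside Gm genes and 2468 lay in the barcode set in use in their library. With only the first 4 libraries of *Tln1* ∆MC mouse 3, a setting first chosen for the comparison of genotypes and applied to this count later, 1925 remained.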

For the MC data, 1,895 cells passed the quality control threshold. 

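The 4 *Myh11-GFP* libraries list 768 barcodes, of which 330 passed the filter, 8 of them outside the barcode set in use in their library. With a limit of 2000 transcripts, 270 cells passed.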

For the smooth muscle cell data, 330 cells passed the quality control threshold. RaceID3 was run with the following parameters: mintotal = 1,000, minexpr = 5 and minnumber = 5. Mitochondrial and ribosomal genes as well as genes with Gm-identifiers were used as input for CGenes.

### Differential gene expression analysis

Differential gene expression analysis between cells and clusters was performed using the diffexpnb function from the RaceID3 package. First, negative binomial distributions reflecting the gene expression variability within each subgroup were inferred on the basis of the background model for the expected transcript count variability computed by RaceID3. Using these distributions, a *P* value for the observed difference in transcript counts between the two subgroups was calculated and corrected for multiple testing using the Benjamini–Hochberg method, as previously described^58^. UMAP representation was done as previously published^59^.

### Analysis of MC morphologies, spreading and migration

Detailed information on the analysis of MC spreading on 2D surfaces, MC migration and actin dynamics in confined spaces, MC cluster formation in Matrigel and MC morphologies in tissues is provided in Supplementary Note 3.

### Calculation of MC density in tissues

Detailed information is provided in Supplementary Note 3.

### Analysis of MC coverage and proximity to vessels

Detailed information on the analysis of MC coverage and proximity to vessels, proximity of MCPT6^high^ MCs to arterioles and MC arteriolar coverage is provided in Supplementary Note 4.

### Analysis of Ubow mice

To quantify MC cluster formation in Ubow mice, ear skin whole mounts were imaged using a LSM780 (Zeiss) confocal microscope equipped with a Plan-Apochromat ×20 M27 objective (Zeiss). *Z* stacks of 25 to 42 µm with a 2-µm step size and multiple tiles were acquired using ZEN black software, and 2 × 2 tiled images (1.2 × 1.2 mm; covering a minimum of 600 MCs) were stitched using ZEN blue software. Statistical analysis and quantification of spatial MC distribution were performed using ClusterQuant2D software^21,60^. Detailed information of the analysis is provided in Supplementary Note 5.

### Quantification of RNA FISH and MCPT6 expression in MCs

Detailed information on the quantification of RNA FISH and MCPT6 expression in situ is provided in Supplementary Note 6.

### Statistics and reproducibility

Analyses were performed using Prism software (GraphPad Software, version 9.3.1). No statistical methods were used to predetermine sample size and were determined based on previous publications^61,62^, prior experience or pilot experiments. Sample sizes for biological replicates in cell culture experiments (that is, cultures generated from different individual mice) aimed for a minimum of mouse donors to reduce the number of laboratory animals. Data exclusion methods were not applied for most experiments. Exceptions are listed in the Reporting Summary. If not indicated otherwise, comparisons for two groups were evaluated using a two-sided unpaired *t*-test after confirming that samples fulfilled the criteria of normal distribution and equal variance. The D’Agostino and Pearson normality test was used for formal testing of group sizes over ten. For testing of group sizes below ten, the Shapiro–Wilcoxon normality test was performed. For non-Gaussian-distributed data, non-parametric two-sided Mann–Whitney *U*-tests were used for comparisons of two groups. Experimental groups were defined by inhibitor treatment or by the genotype. MCs and MC clusters were randomly chosen for tracking, cell size analysis or cluster size determination, respectively. Experimentalists were blinded regarding the genotype of mice or BMMC cultures. Mouse numbers were used as identifiers. Stars indicate significance (*P ≤ 0.05, **P ≤ 0.01 and ***P ≤ 0.001). Non-significant differences are indicated as NS (*P* > 0.05). For further details on statistical tests, please see Supplementary Table 1. If not indicated in the figure legends, representative micrographs are based on independent experimental repeats with similar results: *n* = 3 mice (Figs. 1a,b and 5c–i), *n* = 5 cells from one of two independent experiments (Fig. 1c,d), *n* = 10 cells from one of three independent experiments (Fig. 1e), *n* = 8 mice per each genotype (Fig. 3b), *n* = 3 independent experiments (Fig. 3h,i) and *n* = 5 mice (Fig. 5j).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-023-01493-2.

## Supplementary information

Supplementary Information Supplementary Notes 1–6 and Table 1.

Reporting Summary

Supplementary Video 1 Integrin-dependent MC spreading on FN-coated 2D surfaces. MCs were cultivated from *Tln1*^ΔMC^ *Lifeact-GFP*^+/−^ and WT *Lifeact-GFP*^+/−^ mice, coated with anti-DNP IgE and applied to FN-coated 2D surfaces. DNP–HSA was added to induce FcεRI-mediated MC spreading. Spinning-disk confocal microscopy of cellular actin revealed that WT MCs adhered, spread and started to migrate, whereas *Tln1*^−/−^ MCs did not adhere and spread. This video relates to Fig. 1g.

Supplementary Video 2 Integrin-dependent MC motility on fibroblast-derived FN matrix. MCs were cultivated from *Tln1*^ΔMC^ *Lifeact-GFP*^+/−^ and WT *Lifeact-GFP*^+/−^ mice and applied to rhodamine-labeled FN matrices in the presence of SCF. Video sequences are displayed on top, and static side views are displayed on the bottom. Spinning-disk confocal microscopy revealed that WT MCs integrate, interact and move into the matrix. By contrast, *Tln1*^−/−^ MCs fail to invade the matrix and float on top of the FN layer. This video relates to Extended Data Fig. 3e.

Supplementary Video 3 Integrin-dependent MC migration in a confined space (under-agarose assay). MCs were cultivated from *Tln1*^ΔMC^ and littermate control mice and applied to an under-agarose assay. MC movement occurred in the confined space between the agarose layer and the FN-coated cell culture plastic underneath. Phase contrast brightfield microscopy over 14 h revealed random movement and lamellipodia formation of WT MCs. *Tln1*^−/−^ MCs hardly moved and remained largely immotile. This video relates to Extended Data Figs. 3f,i,j.

Supplementary Video 4 Lack of high-affinity integrins increases the retrograde actin flow in MCs. Lifeact–GFP-expressing MCs were confined between an agarose layer and an FN-coated cell culture plastic, and lamellopodial actin dynamics were recorded. TIRF microscopy revealed protrusive lamellipodia movement without measurable retrograde actin flow in WT MCs, whereas *Tln1*^−/−^ MCs displayed a clear increase in retrograde actin flow. This video relates to Extended Data Fig. 3k.

Supplementary Video 5 Integrin-dependent MC migration in a confined space (PDMS microchannels). MCs were cultivated from *Tln1*^ΔMC^ and littermate control mice and applied to the confined space of 10 µm × 10 µm PDMS microchannels. A representative selection of ten channels per genotype is displayed. Phase contrast brightfield microscopy over 100 min revealed clear movement of WT MCs in these confined spaces. By contrast, *Tln1*^−/−^ MCs, which had managed to invade the microchannel, did not show active crawling behavior during this time frame. This video relates to Fig. 1i–l.

Supplementary Video 6 MC seeding in 3D matrix space requires integrin-dependent migration. MCs were cultivated from *Tln1*^ΔMC^ and littermate control mice, applied to 3D Matrigel in the presence of SCF and observed over 60 h by phase contrast brightfield microscopy. The movement of WT MCs is displayed first and includes fate tracking of two-cell clones and corresponding descendant cells. This video shows how proliferation and integrin-dependent migration shape the formation of a cellular network with heterogeneous cell distribution. The second part of the video shows how the majority of *Tln1*^−/−^ MCs are unable to move away from each other after cell division, which results in the growth of MC clusters. This video relates to Fig. 3g–i.

Supplementary Video 7 Rare example of an individual MC escaping a *Tln1*^−/−^ proliferation cluster and forming a new seed for another cluster. *Tln1*^−/−^ MCs were applied to 3D Matrigel in the presence of SCF and observed over 9 h by phase contrast brightfield microscopy. The majority of *Tln1*^−/−^ MCs are proliferating, but these cells are unable to move away from each other after cell division, which results in the formation of MC clusters. This video highlights a rare example of an escapee MC, which moves away from the cell cluster and forms a new seed for a new cell cluster. This video relates to Extended Data Fig. 6g.

Supplementary Video 8 Positioning of MCs in the SCF-rich periarteriolar niche with direct contact to SCF-expressing periarteriolar fibroblasts. This video shows an animated view of SCF expression in the arteriolar tissue niche. Ear skin explants of transgenic *Kitl-TdTomato* mice were fixed and counterstained for avidin (MC, cyan), α-smooth muscle actin (VSMCs) and collagen IV (basement membrane). Confocal fluorescence microscopy and 3D reconstruction of the confocal image stacks reveal a direct contact of periarteriolar MCs with SCF-expressing fibroblasts, which form an outer cellular layer in the periarteriolar space. This video relates to Fig. 5g,h.

## Data Availability

scRNA-seq data have been deposited in Gene Expression Omnibus under the accession code GSE205412. Genome annotation ENCODE VM9 (https://hgdownload.soe.ucsc.edu/gbdb/mm10/) was used for mapping scRNA-seq data. Source data are provided with this paper. All other data supporting the findings of this study are available within the article and supplementary materials.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 2 Unprocessed western blots.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 6 Statistical source data.

# Supplementary material for: Slow integrin-dependent migration organizes networks of tissue-resident mast cells
**Source:** Nat Immunol. 2023 Apr 20;24(6):915–24. doi: 10.1038/s41590-023-01493-2

Bone marrow-derived mast cells (BMMC)

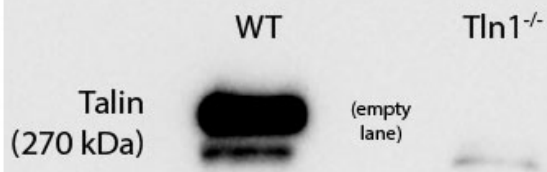

Bone marrow-derived mast cells (BMMC)

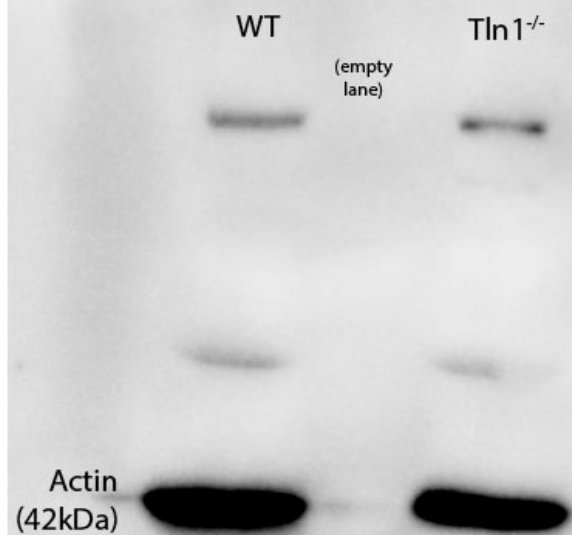

Peritoneal mast cells (PMC)

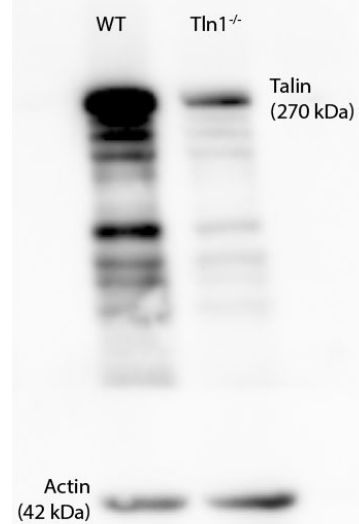

**Supplement:** Source Data Extended Data Fig. 2 — Unprocessed western blots.

How the deposited data were processed for this re-analysis (not part of the article)

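MCs sorted from ear skin of 3 WT and 3 *Tln1* ∆MC mice were measured in 30 libraries, and GFP+ cells of *Myh11-GFP* ear skin in 4 libraries. The labels' number after the genotype was taken as the mouse, which neither they nor the paper's text says in words. The authors sorted single cells with doublets excluded, prepared mCEL-Seq2 libraries, aligned the reads, discarded reads with more than 1 place in the transcriptome and merged overlapping gene loci. The deposited tables hold, in the authors' words, transcript counts made from UMI counts by binomial statistics, and they are neither scaled for depth nor on a log scale. The values were checked against the formula for 4096 possible UMIs of 6 bases: in all 34 tables each value went back to a whole number of UMIs within 1e-06. The paper gives the depth in reads, and the values here rest on transcripts, which limits the precision of genes of low level.

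Cells with more than 1000 transcripts and at most 2% of them from *Kcnq1ot1* were kept, as the paper states, and no doublet caller was run. Transcripts were summed over the cells of each mouse, with the cells of the macrophage-like cluster left out and those of the fibroblast-like and unnamed clusters kept. Genes with at least 10 transcripts in at least 3 mice were compared with limma 3.58.1 in R 4.3.3, with a trend, on log2 of transcripts per 1000000 plus 1, after TMM normalization by code written for this purpose, and Benjamini-Hochberg adjustment at 0.05. This test took the place of the quasi-likelihood test on counts that had been chosen before the data were examined, because the tables hold corrected transcripts and not integer counts. The whole UMIs recovered from them were compared by limma only. The alternatives and comparisons of the first list were also set then, and the others were added later. The unit of the tables was read from the paper and from the values, since an automatic check of the unit did not read this table format. Beside limma, values of single genes and shares of clusters were compared by exact permutation of the mice, whose smallest p is 0.1 for 3 against 3. All standard errors given are limma's moderated ones, which draw on the spread of other genes as well. The mice, not the cells, are the replicates, and for *Myh11-GFP* no test was made since the number of mice is not given. In simulated data with 200 changed genes and a dispersion of 0.02, the test found 97.4% of genes changed 4-fold, with 14 false calls, and made 2 false calls at 2-fold. Genes that vary more between mice than this dispersion would be found less often.

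Cells were clustered in Python 3.11 with scanpy 1.11.5 and leidenalg 0.10.2 at a resolution of 1, on 15 neighbours and 30 components of the 2000 most variable genes, from log values per 10000 transcripts. The authors' RaceID3 assignments were not used here. Marker lists for MCs, macrophages, VSMCs, pericytes, fibroblasts and other cell types were fixed first, whereas the rule for naming clusters was set after the clusters were seen. A cluster took the name of the cell type with the most leading markers, if there were at least 3, each found in at least 25% of its cells and at least 2-fold above the other cells. It stayed unnamed where another type had more markers among its 10 leading genes, or where its median transcripts lay under those of all cells divided by 3 and none of its type's markers was among the 10. A cluster led by no type was MC-like where at least 3 MC markers were found in at least 25% of its cells, with no rise above the other cells required, and all MC-like clusters of the main setting were named in this way. Gene positions are from GENCODE M21 for GRCm38. Intervals for shares are exact binomial and those for levels exact Poisson intervals, and they cover counting error only, as does the share that a count of 0 allows, which is 3 counts of the total.

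Genes of the sex chromosomes were checked as a list: adjusted over the list alone, 0 of 4 genes differed between genotypes, with a smallest adjusted p of 0.733 from limma. Of 15 genes that rise when tissue is dissociated, 0 differed, with a smallest adjusted p of 0.361 and a median log2 fold change of 0.07. Alternatives were tried for the test, normalization, filters, pseudocount, depth, cells, libraries, clustering and threshold, and every mouse and every *Myh11-GFP* library was left out in turn. Imaging, flow cytometry and other data of the paper were not used here.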

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

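The tests on single libraries, on *Gm10800* and on heart muscle genes were chosen only after the results were seen. Of 49 groups of libraries of one mouse, 13 held a library further from the others than Dixon's 95% value allows. In 3 of these the others were all at 0 or all at 100%, so that any other value exceeds it, and in the remaining 46 groups 10 held such a library, where chance gives 2.3.

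In WT mouse 2, library 3 stood apart, with 90.1% macrophage-like cells (3.17% to 8.11% in the others) and keratinocyte markers in 100% of its cells (1.35% to 9.52%), and library 1 with fibroblast markers in 100% of its cells (9.46% to 16.0%). In WT mouse 3, library 2 had fibroblast markers in 86.5% of cells (6.90% to 8.45%), and in *Tln1* ∆MC mouse 3, library 8 had keratinocyte markers in 98.9% of cells (10.8% to 27.1%). RNA carried between barcodes of one library may explain this: the level of the highest cell went with the share of the remaining cells with a marker, at a rank correlation over 30 libraries of 0.75 for keratinocyte and 0.56 for macrophage markers. For fibroblast markers it was 0.21, which leaves the matter open. Cells of other types sorted into one plate are argued against as the whole cause: beside the highest cell, the median marker level was at most 7.45% of the level of that cell, and the median level of MC markers was at least 85.9% of that in libraries of the same mouse without such markers. Single cells of other types as the source of the RNA stay open.

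Smaller deviations, for which no explanation was tested, were in *Tln1* ∆MC mouse 2 a macrophage-like share of 1.22% in library 11 (0 in the others), fibroblast markers in 14.6% of cells in library 11 (11.5% to 12.0%) and keratinocyte markers in 8.05% in library 12 (3.66% to 4.35%). In WT mouse 1, library 14 had a median of 5558 transcripts (4724 to 4845) and library 15 had 87.6% *Cpa3*-positive cells (95.4% to 96.3%). *Cpa3*-positive cells made up 98.4% of library 1 of WT mouse 2 and 97.3% of library 2 of WT mouse 3, where the others had 100%. *Gm10800* held 23.8% of the transcripts in library 1 of *Tln1* ∆MC mouse 3 (1.48% to 11.7%).

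*Gm10800*, which the paper does not discuss, held 27.4% of the transcripts of all MCs. A candidate explanation is low quality of cells, as the share of *Kcnq1ot1* outside Gm genes rose with that of *Gm10800* in 30 of 30 MC libraries (rank correlation 0.19 to 0.91). Reads of repeats assigned to this gene of 755 bases were not tested, and no biological explanation was tested.

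Heart muscle genes made up 11144 per 1000000 transcripts of the unused barcodes of the *Myh11-GFP* libraries (exact 95% Poisson interval 10330 to 11997), against 416 in used barcodes. Molecules carried between libraries handled together are a candidate explanation, because the unused barcodes over the filter recurred, in 2.0 libraries per barcode. The 19 cells of the heart muscle cluster sat on 7 barcodes, with 8 of the cells in the unused set.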

How the results depend on the processing

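The alternatives for voom weights, size factors, pseudocounts, Gm genes, the barcode set, background, MC-like clusters (all, or those with a higher share in WT mice), libraries with markers of other cell types and background batch were chosen only after the main result was seen, as were the tests on them. Of 32 alternatives to the comparison of genotypes by limma, 27 called 0 genes lower and 0 higher in *Tln1* ∆MC MCs, as the main setting did with 501 genes at an unadjusted p under 0.05. DESeq2, set beforehand as another tool, was not run: the tables hold corrected transcripts, and the whole UMIs recovered from them were compared by limma only, with 0 genes called lower and 0 higher, so count models remain untested here. Without TMM, 38 genes were called lower and 3 higher, where the median of all genes shifted by 0.24. With means over cells, 6 were lower and 3 higher, at a shift of 0.22. Both shifts were upward, so they do not account for the genes called lower. *Col1a1* had a log2 fold change of −4.35 with TMM and of −4.11 without. In both settings limma used a variance shared over genes in place of each gene's own spread between mice. With voom weights 2 were lower, and with the background batch as a block 3. In the latter *Tln1* ∆MC mouse 3, alone in its batch, adds nothing to the comparison of genotypes. Without *Tln1* ∆MC mouse 1 the count was 9, against 0 without any other mouse. The lowest and highest counts with a mouse left out were thus 0 and 9. Collagen genes and *Sparc* are among those called without TMM and with means over cells.

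The log2 fold changes of *Mcpt4*, *Cdc42*, *Tln1*, *Itgb2*, *Itgav* and *Uty* kept their direction in all alternatives that tested them. Without TMM, *Cma1* changed direction to 0.16, *Tpsb2* to 0.17, *Cpa3* to 0.061, *Vim* to 0.22, *Itgb1* to 0.029 and *Mitf* to 0.16, all less than the shift of all genes. With means over cells, *Cma1* changed to 0.020, *Tpsb2* to 0.052, *Vim* to 0.13, *Itgb1* to 0.026 and *Mitf* to 0.19. Without a filter on low counts, *Tpsb2* was 0.0064 and *Vim* 0.047, and with the background batch as a block 0.024 and 0.23. With the first 4 libraries of *Tln1* ∆MC mouse 3, *Vim* was 0.037 and *Arpc2* −0.027. With macrophage-like cells kept, *Arpc2* was −0.0092, and with voom weights *Kdm5d* was −0.13. The smallest adjusted p over all alternatives was 0.797 for *Mcpt4*, 0.877 for *Cpa3*, 0.902 for *Cma1* and 0.901 for *Tpsb2*.

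*Lmna* and *Arpc2*, near 0 in the main setting, changed sign most often. In depth-matched cells *Lmna* was −0.011, *Arpc2* −0.045 and *Eif2s3y* −0.11, and with cells thinned to 1000 UMIs *Lmna* was −0.11, *Ddx3y* −0.022 and *Eif2s3y* −0.25. In cells of the clusters with a higher share in WT mice, *Lmna* was −0.20, *Arpc2* −0.086, *Itga5* −0.041, *Kit* −0.32 and *Ddx3y* −0.029. With the MC-like ones of these clusters alone, *Cma1* was 0.039, *Tpsb2* 0.086, *Lmna* −0.11, *Arpc2* −0.058, *Kit* −0.039 and *Eif2s3y* −0.12. With cells thinned to 1000 UMIs outside Gm genes, *Lmna* was −0.10, *Arpc2* −0.22 and *Itga5* −0.33, and in MC-like clusters −0.056, −0.040 and −0.030. *Lmna* and *Arpc2* were −0.0063 and −0.0025 without Gm genes and TMM, −0.0028 and −0.0016 in cells with over 1000 transcripts outside Gm genes, and −0.068 and −0.056 with libraries holding markers of another cell type left out. *Lmna* was −8.3e-05 with a pseudocount of 5 and −0.00036 with background subtracted.

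With each mouse left out in turn, *Tpsb2* ranged from −0.23 (without *Tln1* ∆MC mouse 1) to 0.037 (without *Tln1* ∆MC mouse 3), *Vim* from −0.23 (without WT mouse 1) to 0.16 (without *Tln1* ∆MC mouse 3), *Lmna* from −0.39 (without WT mouse 1) to 0.23 (without WT mouse 3) and *Arpc2* from −0.20 (without WT mouse 1) to 0.12 (without *Tln1* ∆MC mouse 3). *Itga5* ranged from −0.50 (without WT mouse 1) to 0.41 (without WT mouse 2), *Ddx3y* from −0.13 (without WT mouse 2) to 0.32 (without WT mouse 1) and *Kdm5d* from −0.13 (without *Tln1* ∆MC mouse 2) to 0.54 (without *Tln1* ∆MC mouse 3).

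The labels give both genotypes the same numbers, taken here as mice, but mice of one number were no more alike. The correlation of their profiles was 0.14, −0.31 and −0.41 over 2924 genes. With the mouse number as a replicate block, 0 genes were called lower and 0 higher, at 384 with an unadjusted p under 0.05.

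Of the 10 ways to split the 6 mice into groups of 3, all 10 call at least as many genes as the genotypes, which says nothing since the genotypes called 0. At an unadjusted p under 0.05, 4 of the 10 splits had as many genes, so chance cannot be excluded, which 3 mice against 3 never allow. The split of *Tln1* ∆MC mice 1 and 3 and WT mouse 1 against the others, which follows the background batch of *Tln1* ∆MC mouse 2 and WT mice 2 and 3, called 15 genes. Within batches, *Tln1* was higher by 0.40 in *Tln1* ∆MC mouse 1 than in WT mouse 1 and differed by −0.52 between *Tln1* ∆MC mouse 2 and the mean of WT mice 2 and 3.

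The number of MC-like clusters with shares that did not overlap, 1 in the main setting, was 0 with k-medoids, 0 with all genes and 2 after thinning, both of these lower in WT mice. It was also 0 without genes at an unadjusted p under 0.05, which says nothing, because these genes were picked for differing between the genotypes. It was 1 with cells over 2000 transcripts and with cells over 1000 transcripts outside Gm genes. In both, the cluster had *Sla* and *Arl4c* among its leading genes and was higher in all WT mice. At a resolution of 1.5 it was 1, a different cluster led by *Fos* and *Junb* and higher in all WT mice. The cluster led by *Arl4c* and *Sla* overlapped there. It held 14.8%, 42.4% and 32.8% of WT mice 1, 2 and 3 and 16.5%, 13.9% and 3.56% of *Tln1* ∆MC mice 1, 2 and 3. At a resolution of 0.5 the only cluster without overlap, led by *Fos* and *Dusp1*, was lower in all WT mice. There too the cluster led by *Arl4c* and *Sla* overlapped. The share of cells named macrophage-like, 3.92%, fell to 1.49% after thinning and to 1.00% with library 3 of WT mouse 2 left out. It rose to 6.82% without genes at an unadjusted p under 0.05. There the larger cluster of this name was led by the keratinocyte genes *Krt5*, *Sfn*, *Krt14* and *Krt15*, ahead of *H2-Aa*. After thinning, the same keratinocyte genes came after *H2-Aa*, *H2-Ab1*, *H2-Eb1* and *Cd74*. The re-clustered shares therefore mix both kinds of markers, and the rise does not show more macrophage-like cells. The share of *Cpa3*-positive MCs was 98.6% with no thinning and 86.5% for at least 2 *Cpa3* UMIs. The *Kitl* ratio was 2.04 at a resolution of 0.5, 1.88 at 1.5, 2.09 with k-medoids, 1.78 with cells over 2000 transcripts and 3.41 after thinning, and it exceeded 1 in all 12 alternatives.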

Differences from the paper's values

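All values without Gm genes in the total or with MC-like clusters alone were tests chosen only after the values were seen. The paper's adjusted p for the lower transcripts in *Tln1* ∆MC cells were 2.9e-31 for *Mcpt4*, 2.5e-69 for *Cpa3*, 3.8e-13 for *Cma1* and 4.1e-23 for *Tpsb2*, against 0.959, 0.959, 0.983 and 0.986 here. The paper's test took cells as replicates and the one here mice. The cells here are all sorted cells outside the macrophage-like cluster, with the fibroblast-like and unnamed clusters included, where the paper's are those of certain clusters. Of 32 alternatives, 0 come within the paper's values, neither those set before the data were examined nor those added later.

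The medians of the box plots, read by eye from the paper's Fig. 4e, were about 46 for *Mcpt4*, about 18 for *Cpa3*, about 17 for *Cma1* and about 10 for *Tpsb2* in WT cells, against 25.8, 10.5, 9.81 and 5.23 here. For *Tpsb2* in *Tln1* ∆MC cells the paper's median was about 7.5 and the one here 4.96. The clusters here are rebuilt ones, of which 2 are MC-like, 1 fibroblast-like and 1 unnamed. With the MC-like ones alone, the WT medians were 26.7, 11.0, 10.2 and 5.47, not within 1.5 times of the paper's values, and that of *Tpsb2* in *Tln1* ∆MC cells was 5.30, within it. None of the alternatives set before the data were examined brings a WT median within 1.5 times of the paper's value: cells over 2000 transcripts, UMIs before the correction, thinning, the first 4 libraries of *Tln1* ∆MC mouse 3 and each mouse left out. For *Tpsb2* in *Tln1* ∆MC cells, UMIs before the correction, thinning and leaving out *Tln1* ∆MC mouse 2 do, and the others do not. Without Gm genes in the total, chosen after the values were seen, all 5 (39.2, 15.0, 13.8, 8.19 and 7.03) come within 1.5 times of the paper's values, and 0 of the 4 genes are dropped.

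The paper's text gives 1,895 MCs after filtering, and 2477 pass here, less than 1.5 times as many. None of the filters tried gives that number. The number of *Myh11-GFP* cells, 330, matches.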

Other observations

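The tests on fibroblast genes and on *Tln1* ∆MC mouse 3, and for the proteases those with MC-like clusters (all, or those with a higher share in WT mice), with background subtracted and with cells thinned outside Gm genes, were chosen only after the main result was seen.

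The 4 proteases were lower in *Tln1* ∆MC mice by a mean log2 of −0.15, within the spread between mice. At more even depth their median log2 fold change was −0.26 with cells thinned to 1000 UMIs, −0.26 with cells thinned outside Gm genes, −0.14 in depth-matched cells and −0.13 in cells over 2000 transcripts, and in MC-like clusters it was −0.22. In the clusters with a higher share in WT mice it was −0.41, and −0.073 with the MC-like ones of these alone. Saturation of UMIs (−0.14 with UMIs) and RNA from other cells (−0.14 with background subtracted) cannot be told apart from the genotype, and neither can depth or the share of non-MC cells, because the difference itself lies within the SD of 0.166 between mice. Unused barcodes carry RNA of libraries sequenced together, so subtracting them says nothing about RNA within a plate. The genotype remains an untested explanation.

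Cluster 2 was the only MC-like cluster with a higher share in all WT mice. After thinning, 2 clusters had shares without overlap, both lower in WT mice, so a difference in depth between genotypes as an explanation of cluster 2 stays open. In cells over 2000 transcripts, a cluster with *Sla* and *Arl4c* among its leading genes was again higher in all WT mice. At resolutions of 0.5 and 1.5, the cluster led by these genes overlapped between genotypes.

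Fibroblast genes were lower in the sums of *Tln1* ∆MC mice, with 5 of 5 tested genes called by limma when adjusted over their list alone (smallest adjusted p = 0.00243) and 0 when adjusted over all genes. For *Col1a1*, *Col1a2* and *Dcn* the median log2 fold change was −4.28 and became −0.97 when 6 libraries with markers of another cell type in most cells were left out, so single libraries with RNA of fibroblasts may explain most of it. The sums include the 54 cells of the fibroblast-like cluster, whose share was higher in all WT mice, and in MC-like clusters alone the median was −1.59, so these cells may explain much of it too. Both sets were picked by fibroblast genes, and a difference within MCs is not shown. In 2 of these libraries, 1 cell held 95.1% and 93.2% of the fibroblast marker transcripts.

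*Tln1* ∆MC mouse 3 stood apart from the other mice, with 47.9% of its cells in cluster 1. The profile of its unused barcodes had a mean rank correlation of at most 0.0311 with another mouse and 0.42 within itself, so a sequencing batch of its own cannot be told apart from the mouse. WT mice 2 and 3 and *Tln1* ∆MC mouse 2 had correlations of 0.39 to 0.48 with each other, and *Tln1* ∆MC mouse 1 and WT mouse 1 of 0.24.

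The *Kitl* difference between VSMC-like and other cells stood at a ratio of 2.53 or more with a library left out, which argues against a single library as its cause. It was 3.41 (95% interval 1.99 to 6.13) after thinning, which also grouped the cells anew, and 1.78 (1.44 to 2.21), the lowest of all settings, in cells over 2000 transcripts. Both argue against depth as the whole cause, but depth may account for part of it, and the size of the ratio depends on how cells are grouped. It comes from 1 sample, and its spread between mice is unknown.

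*Myh11-GFP* cells had 165.6 *Xist* and 3.39 *Ddx3y* transcripts per 1000000, whereas the MC mice had at most 2.83 *Xist* and at least 156.2 *Ddx3y*.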
